# Comparative Analysis Highlights Uniconazole’s Efficacy in Enhancing the Cold Stress Tolerance of Mung Beans by Targeting Photosynthetic Pathways

**DOI:** 10.3390/plants13141885

**Published:** 2024-07-09

**Authors:** Mingming Chen, Shuangfeng Dai, Daming Chen, Peiyi Zhu, Naijie Feng, Dianfeng Zheng

**Keywords:** soybean, mung bean, uniconazole, cold stress

## Abstract

Soybean (*Glycine max*) and mung bean (*Vigna radiata*) are key legumes with global importance, but their mechanisms for coping with cold stress—a major challenge in agriculture—have not been thoroughly investigated, especially in a comparative study. This research aimed to fill this gap by examining how these two major legumes respond differently to cold stress and exploring the role of uniconazole, a potential stress mitigator. Our comprehensive approach involved transcriptomic and metabolomic analyses, revealing distinct responses between soybean and mung bean under cold stress conditions. Notably, uniconazole was found to significantly enhance cold tolerance in mung bean by upregulating genes associated with photosynthesis, while its impact on soybean was either negligible or adverse. To further understand the molecular interactions, we utilized advanced machine learning algorithms for protein structure prediction, focusing on photosynthetic pathways. This enabled us to identify LOC106780309 as a direct binding target for uniconazole, confirmed through isothermal titration calorimetry. This research establishes a new comparative approach to explore how soybean and mung bean adapt to cold stress, offers key insights to improve the hardiness of legumes against environmental challenges, and contributes to sustainable agricultural practices and food security.

## 1. Introduction

In the realm of agricultural production and dietary staples, legumes are surpassed only by cereals in terms of their importance for human nutrition. They also play a pivotal role in global food systems [1,2,3]. This diverse family of plants encompasses a wide array of species, among which the soybean (*Glycine max*) and the mung bean (*Vigna radiata*) are particularly noteworthy. These species are not only integral to the agricultural economies of regions spanning from Asia to Africa but are also central to the diets within these cultures [4,5]. The nutritional profile of these legumes is highly esteemed, with soybeans containing as much as 25% protein by weight—a substantial contribution to the dietary protein intake [6]. Mung beans, on the other hand, provide approximately 22% protein and are often considered a lower-calorie alternative, making them a versatile option for diverse dietary needs and preferences [6,7]. The high protein content, coupled with the dietary fiber richness in these legumes, underscores their essential role in meeting the nutritional requirements of a significant portion of the global population, particularly for populations that rely on plant-based proteins as a dietary staple. Their nutritional importance, combined with their adaptability to a range of climates and soil conditions, cements the status of soybean and mung bean as agricultural cornerstones in both subsistence and commercial farming sectors. Their extensive cultivation is a testament to their adaptability and the crucial role they play in sustainable agricultural practices and food security initiatives worldwide.

Temperature, as a critical environmental parameter, exerts a profound influence on plant growth and development, often serving as a selective force that drives evolutionary adaptation and divergence among species [8,9]. Cold stress includes chilling (0–15 °C) and freezing (<0 °C), which cause varying degrees of harm to plants [10,11]. In the context of legume cultivation, both soybean and mung bean exhibit specific thermal preferences that dictate their geographic distribution and seasonal growth cycles [2,12,13,14]. The mung bean thrives under the balmy climes of warm seasons, displaying an acute susceptibility to suboptimal temperature conditions, particularly frost. The optimal temperature range for mung bean cultivation is a narrow window between 26 and 33 °C, beyond which the plants’ physiological processes and crop yields are compromised [15]. While the soybean showcases a broader thermal tolerance, capable of sustaining growth across a temperature spectrum from 24 to 36 °C, it is not impervious to the stresses induced by colder climates [16,17]. When exposed to temperatures falling below the 20 °C threshold, soybeans exhibit a marked decline in physiological functions such as imbibition rates—a crucial process for seed germination and water uptake—as well as embryonic development and overall metabolic activity, ultimately affecting respiration efficiency [18,19]. These stress responses at suboptimal temperatures reflect the underlying biochemical and cellular adaptations that these species have evolved, which may have far-reaching implications for their survival and productivity.

For the mung bean, enduring cold stress is particularly deleterious and has the potential to cause irreversible cellular damage and drastic reductions in yield, thereby imposing a significant constraint on its cultivation in cooler regions. In contrast, soybeans, while more cold-tolerant than mung beans, also suffer adverse effects when faced with low temperatures [20,21]. Cold stress in soybeans can lead to delayed germination, stunted seedling growth, and a decrease in nitrogen fixation, which is crucial for plant development and yield [22]. Furthermore, cold temperatures have been found to alter the expression of critical genes in soybeans related to lipid metabolism, cell wall modification, and hormonal signaling, suggesting an intricate network of stress responses [23,24,25]. Like mung beans, soybeans are susceptible to oxidative stress under cold conditions, which can cause cellular damage and compromise plant health [26,27,28]. This inherent vulnerability to cold stress highlights a critical aspect of the phenology of both mung bean and soybean, as well as their adaptability to changing climatic conditions. However, despite the recognition of temperature as a fundamental growth determinant for these legumes, research into the comparative physiological and molecular responses of soybean and mung bean to cold stress is lacking. Addressing this knowledge gap is paramount for enhancing our understanding of their adaptive mechanisms and for the development of strategies to mitigate the impacts of cold stress on these vital crops. Insights into genetic markers associated with cold tolerance in legumes offer promising directions for breeding more resilient cultivars [29,30]. Such research efforts are essential for informing selective breeding programs and for refining agricultural practices to bolster crop resilience amidst global climate change.

The susceptibility of legumes to low temperatures necessitates the development of strategies to enhance their resilience to cold stress, a critical concern for maintaining crop yields in the face of fluctuating climates. Within the arsenal of agricultural interventions, chemical regulators have emerged as a prominent tool for ameliorating the adverse effects of cold exposure in plant species. Notably, compounds like abscisic acid (ABA) are well-documented for their role in inducing cold tolerance, helping plants to withstand the physiological strains imposed by lower temperatures [31,32,33], Similarly, brassinosteroids (BRs) have been identified as potent enhancers of photosynthetic efficiency and antioxidant defense mechanisms, particularly in tomato plants subjected to chilling temperatures [34]. Salicylic acid (SA) has also been recognized for its protective effects under cold stress, primarily through its capacity to minimize cellular damage and curtail the accumulation of reactive oxygen species [35]. Parallel to these findings, methyl jasmonate (MeJA) has been shown to elevate cold tolerance by augmenting the levels of soluble sugars and proteins with antioxidant properties [36,37] as demonstrated by its role in preserving the quality of bananas during cold storage [38]. In a similar vein, uniconazole, a lesser-known plant growth regulator, has shown promise in mitigating the effects of cold stress in coix seedlings, pointing to its potential utility in broader applications [39]. Exogenous uniconazole pretreatment has been proven to enhance the cold tolerance of mung beans by improving the antioxidant enzyme activities, increasing non-enzymatic antioxidant content, and reducing the decrease in mung bean yield [40]. Similarly, spraying uniconazole on soybeans at the flowering stage could promote its tolerance to cold stress [41]. However, although the important role of uniconazole in plant resistance to cold stress has been revealed in a few species, and some physiological mechanisms have been elucidated, its molecular mechanisms have not yet been uncovered.

Soybeans and mung beans are important leguminous plants that are suitable for growing in warm environments, which limits their distribution range [26,42]. Moreover, leguminous plants are particularly sensitive to low temperatures during flowering, and encountering low temperatures during flowering can greatly reduce yield [40,43]. Therefore, in order to dissect the cold stress response mechanisms of soybean and mung bean, with a particular focus on the application of uniconazole as a stress alleviation agent, we designed four experiment groups: (1) Control Group (CK), sprayed with distilled water and kept at normal temperature; (2) Uniconazole Treatment Group (CK + U), sprayed with uniconazole and kept at normal temperature; (3) Cold Stress Group (LT), sprayed with distilled water and subjected to low temperature; and (4) Uniconazole + Cold Stress Group (LT + U), sprayed with uniconazole and subjected to low temperature. Transcriptome sequencing and widely targeted metabolomics were performed on materials from these groups. By conducting a detailed comparative analysis, this research sought to illuminate the multifaceted strategies employed by these legumes to navigate the challenges posed by low-temperature conditions, laying a solid foundation for cultivating cold resistant legume varieties and expanding the planting range of legume plants.

## 2. Results

### 2.1. Transcriptional and Metabolic Alterations under Cold Stress

In exploring the systemic response to cold stress, RNA sequencing and liquid chromatography-mass spectrometry (LC-MS) analyses were performed to capture the transcriptional and metabolic shifts experienced by soybean and mung bean (Figure 1A). This was complemented by investigating the role of uniconazole S3307 as a potential mitigator of cold stress, which notably improved the retention of starch (Figure S1A) and sucrose (Figure S1B) in mung bean, as indicated by preliminary experiments.

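Leaf RNA of mung bean was sequenced in 3 groups of 3 pots. CK plants were sprayed with water and kept in the natural environment, LT plants were sprayed with water and kept at 15 °C, and LT+S plants were sprayed with uniconazole at 50 mg/L and kept at 15 °C. Cold began 36 h after the spray and lasted 4 days in a phytotron, so that LT differs from CK in the place of growth as well as in temperature. The labels of the 3 LT+S libraries number the compound S3305, S3306 and S3307, whereas the paper gives S3307 for the whole group. The libraries were therefore taken as 3 replicates of 1 treatment. The deposited values are read counts per gene, which the authors made from trimmed reads aligned to the Vradiata_ver6 genome with hisat2 and counted with htseq-count. The methods also name bowtie2 and eXpress for the counts, and the notes of the submitters name Cufflinks; the values are whole numbers. Neither the strand setting nor the treatment of reads that fit several genes is named in the text, so that counts of near-identical paralogs, such as the chlorophyll a-b binding proteins, could hold shared reads. Total counts per library were 19561896 to 21617340 in CK (median 20898962), 20412987 to 21104500 in LT (median 20830073) and 20750500 to 21472254 in LT+S (median 21349008). The 10 most abundant genes took 13.5 to 13.8% of the counts in CK, 4.43 to 7.17% in LT and 5.67 to 6.59% in LT+S. Of 26966 annotated genes, 19304 had enough counts to be tested. Counts were scaled by TMM and are given as CPM. Groups were compared with the quasi-likelihood test of edgeR in a single fit of all 9 libraries, and p values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes were counted at an adjusted p below 0.05 and also at the threshold named in the methods, a fold change over 2 with an unadjusted p below 0.05. Members of 27 gene lists, matched by their product descriptions, were tested as sets with camera at a preset correlation between genes of 0.01. Of 81 such tests 26 passed, and 0 passed when the correlation was estimated from the data (smallest adjusted p = 0.266 from camera). Ratios against groups with 1 to 3 reads carry a counting interval, which covers counting error only.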

For our experimental design, we chose 15 °C as the cold stress temperature based on the optimal growth range of mung bean and soybean, which begins at 25 °C. This 10 °C reduction is substantial enough to simulate a cold stress environment while remaining within a realistic range these crops might experience. This methodology is supported by research indicating marked physiological changes in these legumes under similar temperature deviations [16,17]. In addition, day 4 post-stress imposition was pinpointed as a critical time point, exhibiting the most pronounced effects of cold exposure (Figure S1A,B). At this juncture, a comparative RNA sequencing highlighted significant downregulation of 2039 genes in soybean and 2421 genes in mung bean (Figure 1B). 

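Under cold alone, most genes of the photosynthetic apparatus were lower in LT than in CK. Of 23 antenna proteins, which bind the chlorophyll of the light-harvesting complexes, 22 were lower and 0 higher (22 lower when adjusted over the list alone), with a median log2 fold change of -3.07. Of 58 genes of the photosystems and electron transport, 53 were lower and 2 higher (54 and 3 when adjusted over the list alone; median -2.21). Of 27 enzymes of the Calvin cycle and photorespiration, which fix CO_2_ and recycle the by-products, 19 were lower and 1 higher (19 and 1 when adjusted over the list alone; median -1.62). Of 29 enzymes of chlorophyll synthesis, 22 were lower and 0 higher (22 and 1 when adjusted over the list alone; median -1.06). Camera gave an adjusted p of 7.9e-20 for antenna proteins (adjusted p = 0.332 with an estimated correlation), 4.7e-30 for photosystems (adjusted p = 0.332 with an estimated correlation), 4.2e-10 for the Calvin cycle (adjusted p = 0.376 with an estimated correlation) and 4.5e-13 for chlorophyll synthesis (adjusted p = 0.332 with an estimated correlation). The rotation test fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes, gave an adjusted p of 9.8e-04 for antenna proteins, 9.8e-04 for photosystems, 0.00104 for the Calvin cycle and 9.8e-04 for chlorophyll synthesis. Chloroplast carbonic anhydrase (LOC106771342), which interconverts CO_2_ and bicarbonate and lies on chromosome 1 of Vradiata_ver6 from 1285929 to 1290480, fell from 11122 ± 2653 (SD, n = 3) CPM in CK to 145 ± 134 (SD, n = 3) in LT, a log2 fold change of -6.26 (standard error 0.69, adjusted p = 1.9e-04 from edgeR). The strigolactone esterase D14 (LOC106773740), which perceives strigolactone, fell from 205 ± 42.7 (SD, n = 3) to 2.30 ± 0.989 (SD, n = 3) CPM (log2 fold change -6.48, adjusted p = 1.7e-05 from edgeR). Xyloglucan endotransglucosylase 9 (LOC106762408), an enzyme that loosens the growing cell wall, had a log2 fold change of -6.77 (adjusted p = 1.0e-04 from edgeR). Among the genes higher under cold was the H isozyme of alpha-glucan phosphorylase (LOC106775971), an enzyme of starch breakdown, which rose from 39.5 ± 1.40 (SD, n = 3) to 893 ± 143 (SD, n = 3) CPM (log2 fold change 4.50, adjusted p = 1.6e-05 from edgeR). The transcription factor NAC55 (LOC106753951) rose from 1.41 ± 1.31 (SD, n = 3) to 185 ± 91.7 (SD, n = 3) CPM (log2 fold change 7.00, adjusted p = 2.6e-04 from edgeR), and GIGANTEA (LOC106772306), a gene of the circadian clock, rose from 48.5 ± 9.31 (SD, n = 3) to 518 ± 25.3 (SD, n = 3) CPM (log2 fold change 3.42, adjusted p = 1.6e-05 from edgeR). Malate synthase (LOC106766317), an enzyme of the glyoxylate cycle, had 1 count in CK and 2673 in LT, a ratio of 1834 with a 95% counting interval of 329 to 72436. Over all genes, 4574 were lower and 4394 higher in LT at an adjusted p below 0.05. At a fold change over 2 with an unadjusted p below 0.05, 2578 were lower and 2276 higher. The 3 libraries of each group did not overlap in 54.8% of genes, where chance gives 10%. The mean log2 CPM of 10 morning genes of the clock minus that of 10 evening genes was 3.55 ± 0.21 (SD, n = 3) in CK and 1.49 ± 0.28 (SD, n = 3) in LT. The CK libraries themselves differed: the median log2 level was 0.48 higher in CK 3 than in CK 1 for antenna proteins, 0.53 for photosystems, 0.43 for chlorophyll synthesis and 0.16 for the Calvin cycle.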

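Photosynthetic genes were also lower in LT+S than in CK. Of 23 antenna proteins 22 were lower and 0 higher (23 lower when adjusted over the list alone), with a median log2 fold change of -2.19, and of 58 photosystem and electron transport genes 53 were lower and 1 higher (54 and 1 when adjusted over the list alone; median -1.92). Camera gave an adjusted p of 9.7e-15 for the antenna proteins (adjusted p = 0.376 with an estimated correlation) and 5.1e-26 for the photosystems (adjusted p = 0.336 with an estimated correlation). In fry the adjusted p was 0.00408 for the antenna proteins and 0.00248 for the photosystems. Gibberellin 20 oxidase 2 (LOC106754720), an enzyme late in gibberellin synthesis, fell from 9.95 ± 7.25 (SD, n = 3) CPM in CK to 0.126 ± 0.145 (SD, n = 3) in LT+S (log2 fold change -6.23, adjusted p = 0.00320 from edgeR). The receptor-like protein kinase CRK29 (LOC111242399) fell from 22.5 ± 11.5 (SD, n = 3) to 0.240 ± 0.0515 (SD, n = 3) CPM (log2 fold change -6.52, adjusted p = 3.6e-04 from edgeR). Glutathione S-transferase F9 (LOC106764119), from a family of detoxifying enzymes, rose from 0.829 ± 0.632 (SD, n = 3) to 120.4 ± 68.5 (SD, n = 3) CPM (log2 fold change 7.15, adjusted p = 1.1e-04 from edgeR), and the transcription factor SCL28 (LOC106769171) rose from 1.27 ± 0.372 (SD, n = 3) to 134 ± 34.2 (SD, n = 3) CPM (log2 fold change 6.72, adjusted p = 4.2e-05 from edgeR). Over all genes, 4231 were lower and 3811 higher in LT+S than in CK at an adjusted p below 0.05. At a fold change over 2 with an unadjusted p below 0.05, 2245 were lower and 2083 higher. The groups did not overlap in 55.7% of genes (10% by chance). Both cold groups were compared with the same 3 CK libraries, and whether their counts differ from each other was not tested.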

Notably, the application of uniconazole S3307 led to an augmented downregulation of genes in soybean, while in mung bean, there was a slight reduction in the number of downregulated genes. This suggests a species-specific modulatory effect of uniconazole under cold stress (Figure 1B). 

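Between LT+S and LT, edgeR called 3 genes at an adjusted p below 0.05. Both genes that were higher are annotated as tryptophan aminotransferase-related protein 4, of a family that includes enzymes of auxin synthesis. The first (LOC106755073), on a sequence of the assembly not placed on a chromosome, was 10.2 ± 1.21 (SD, n = 3) CPM in LT and 75.9 ± 23.6 (SD, n = 3) in LT+S, a log2 fold change of 2.90 (standard error 0.24, adjusted p = 0.00609 from edgeR). The second (LOC106765714), on chromosome 1 of Vradiata_ver6 from 23687568 to 23691527, was 5.69 ± 0.473 (SD, n = 3) CPM in LT and 36.5 ± 10.9 (SD, n = 3) in LT+S (log2 fold change 2.68, standard error 0.22, adjusted p = 0.00609 from edgeR), and reads could be shared between them. The gene that was lower encodes the MADS-box factor CAULIFLOWER (LOC106758858), known for the identity of floral meristems, on chromosome 4 of Vradiata_ver6 from 18499072 to 18506003. It was 20.5 ± 2.43 (SD, n = 3) CPM in LT and 6.28 ± 0.586 (SD, n = 3) in LT+S (log2 fold change -1.71, standard error 0.15, adjusted p = 0.00609 from edgeR). In the comparison of LT with CK each had changed in the opposite direction, with log2 fold changes of -2.34, -2.71 and 1.94. Without LT 1 the adjusted p of each was 0.0651 from edgeR and 0 genes were called. CAULIFLOWER was also lost without LT+S 2 (adjusted p = 0.0686 from edgeR) and LT+S 3 (adjusted p = 0.0667). Without LT 2 or LT 3, 4 genes were higher and 3 lower in either case. DESeq2 on the same 9 libraries called 121 higher and 107 lower, and edgeR on the 6 cold libraries alone called 0. On simulated counts for this comparison DESeq2 called 50 unchanged genes and edgeR 6, so the longer lists of DESeq2 are less strict. An unadjusted p below 0.05 was found for 1364 genes (7.07% of those tested), and the groups did not overlap in 14.1% of genes (10% by chance). At a fold change over 2 with an unadjusted p below 0.05, 283 genes were higher and 192 lower, and without LT 2 these counts were 482 and 291. At that threshold 3693 genes were changed from CK in both LT and LT+S, 1706 of them higher and 1987 lower in both, and 0 moved in opposite directions. Independent lists of those sizes would share 246 higher and 299.8 lower genes. As both lists rest on the same CK libraries, groups that did not differ from CK were also simulated, and these shared 49.9 genes on average over 15 runs (41 to 57). Across genes, the log2 fold changes of LT and LT+S against CK had a covariance of 1.29, against 0.0621 in the simulated groups. As the simulated groups hold no response to cold, these values show only how much the shared CK libraries add. Such groups cannot test whether the responses in LT and LT+S are related. With 3 CK libraries, the control could not be split into separate sets of at least 2. The numbers of genes changed in 1 comparison alone were 1043 for LT against CK, 527 for LT+S against CK and 80 for LT+S against LT. The last depends on the processing and was 210 with DESeq2 on 6 libraries and no filter, a setting chosen after the values were seen.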

A cross-comparison of the transcriptional landscape between cold stress alone and in conjunction with uniconazole treatment revealed a higher number of upregulated genes in soybean than in mung bean, further suggesting differential regulatory effects exerted by uniconazole (Figure 1D).

Metabolomic analysis mirrored these transcriptomic changes, with a less pronounced alteration in the metabolite profiles of mung bean compared to soybean, aligning with the more significant transcriptomic perturbations observed in soybean (Figure 1C). These findings collectively indicate that cold stress elicits distinct transcriptional and metabolic responses in soybean and mung bean, with uniconazole S3307 exerting differential effects on each species.

### 2.2. Uniconazole’s Impact on Photosynthesis under Cold Stress

Principal component analysis (PCA) was employed to decipher the broader implications of these transcriptional and metabolic changes. Both species exhibited clear segregation between the low-temperature treatment and control groups in both transcriptomic (Figure 2A,B) and metabolomic analyses (Figure 2C), underscoring the substantial impact of cold stress. 

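Of 71 genes of plastid ribosomal proteins, which build the ribosomes of the chloroplast, 53 were lower and 1 higher in LT+S than in CK (55 and 2 when adjusted over the list alone). Their median log2 fold change was -1.46 (adjusted p = 1.3e-24 from camera, adjusted p = 0.332 from camera with an estimated correlation, and adjusted p = 0.00104 from fry). Of 200 genes of cytosolic ribosomal proteins, 173 were lower and 3 higher in LT+S than in CK (178 and 3 when adjusted over the list alone). Their median was -0.75 (adjusted p = 2.1e-21 from camera, adjusted p = 0.689 from camera with an estimated correlation, and adjusted p = 0.00506 from fry). In LT against CK, 55 of the 71 and 173 of the 200 were lower as well. Between LT+S and LT edgeR called 0 genes of either list, with medians of 0.09 and 0.03. In the transcriptomes of mung bean the first principal component held 62.7% of the variance and set CK apart from both cold groups. The CK libraries scored -90.7, -98.1 and -107 on it, the LT libraries 54.3, 41.4 and 69.1 and the LT+S libraries 50.0, 42.7 and 38.2. The second component held 15.4% and ran mainly among the CK libraries, which scored 70.2, -2.78 and -51.2, though LT 3 also stood apart at 42.8, with the other cold libraries from -27.5 to 6.00. Vascular genes, markers of veins, moved with this spread, since their median log2 level was 2.77 higher in CK 3 than in CK 1 (52 of 60 genes). In LT 3 that level was -0.60 on the centred scale, beside 0.12 in LT 1 and 0.28 in LT 2. Laccase-4 (LOC106774322), an enzyme that forms lignin, was 2.85, 23.0 and 43.3 CPM in CK 1, CK 2 and CK 3, respectively. The mean Euclidean distance between LT and CK libraries, over log2 CPM of all genes tested, was 173, and that within the groups was 88.9 in LT and 96.9 in CK. The distance between groups exceeded the mean distance within them by 80.1 for LT and by 81.4 for LT+S against CK. Each was the largest of the 10 ways to split the 6 libraries (exact permutation test, 1-sided, p = 0.1, the smallest p that 3 libraries against 3 allow).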

Intriguingly, only in mung bean did uniconazole S3307 treatment result in a discernible shift away from the low-temperature stress profile at the transcriptomic level (Figure 2B).

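Genes of jasmonate synthesis and response, a pathway of wound and defence signalling, had a positive log2 fold change in LT+S against LT in 31 of 41 cases, with a median of 0.20 (adjusted p = 5.5e-05 from camera; adjusted p = 0.332 with an estimated correlation, and adjusted p = 0.0391 from fry). Genes of cutin and wax, which coat the epidermis, had a positive log2 fold change in 67 of 98 cases, with a median of 0.28 (adjusted p = 1.6e-05 from camera; adjusted p = 0.417 with an estimated correlation, and adjusted p = 0.186 from fry). At an adjusted p below 0.05 over all genes edgeR called 0 genes of jasmonate (7 higher and 0 lower at an unadjusted p below 0.05; DESeq2 called 3 and 0) and 0 of cutin and wax (14 higher and 2 lower at an unadjusted p below 0.05; DESeq2 called 4 and 1), and 4 and 2 were higher when adjusted over the list alone. On the third component, with 6.71% of the variance, LT 3 stood apart from the other cold libraries at 49.5. The mean distance between LT+S and LT libraries was 84.4, and the mean distance within groups was 63.3 in LT+S and 88.9 in LT, so that the LT libraries lay on average further from each other than from those of LT+S. The distance between groups exceeded that within by 8.34, the largest of the 10 splits, of which the next gave 6.04 (exact permutation test, 1-sided, p = 0.1). This excess was 0.169 without LT+S 2 and 20.0 without LT 2.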

To understand the underlying biochemical pathways driving these observations, KEGG pathway enrichment analysis was performed. Distinct pathways were differentially regulated in soybean and mung bean in response to cold stress and uniconazole treatment. In soybean, the citrate cycle (TCA cycle) was notably enriched under cold stress, whereas this was not observed in mung bean. Furthermore, flavone and flavanol biosynthesis pathways were enriched in mung bean under cold conditions, a response absent in soybean. 

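Of 7 tested genes that the annotation places in flavone and flavonol biosynthesis, 5 were lower and 1 was higher in LT than in CK. Flavonoid 3'-monooxygenase (LOC106756729), which adds the hydroxyl group that turns kaempferol-type into quercetin-type flavonoids, fell from 163 ± 62.6 (SD, n = 3) to 8.06 ± 2.91 (SD, n = 3) CPM (log2 fold change -4.34, adjusted p = 1.7e-04 from edgeR). The flavonoid glycosyltransferase UGT79A6 (LOC106769849) fell from 45.7 ± 16.7 (SD, n = 3) to 4.90 ± 1.06 (SD, n = 3) CPM (log2 fold change -3.22, adjusted p = 1.3e-04 from edgeR). Of 4 genes annotated as UGT79B30, which may share reads, 3 fell (log2 fold changes -1.56, -3.60 and -1.75), and LOC106779200 rose from 1.40 ± 1.01 (SD, n = 3) to 38.6 ± 5.29 (SD, n = 3) CPM (log2 fold change 4.76, adjusted p = 2.5e-04 from edgeR). For flavonoid 3',5'-hydroxylase 1 (LOC106774548) the log2 fold change was 0.96 (adjusted p = 0.137 from edgeR). Flavonol synthase (LOC106763888), placed under another term, fell from 146 ± 40.6 (SD, n = 3) to 19.7 ± 4.12 (SD, n = 3) CPM (log2 fold change -2.89, adjusted p = 5.1e-05 from edgeR). In the wider list of phenylpropanoid and flavonoid synthesis, 16 of 75 genes rose and 16 fell (16 and 16 when adjusted over the list alone). Its median log2 fold change was 0.02 and its mean 0.09, whereas camera gave the direction as lower without passing (adjusted p = 0.724). At a fold change over 2 with an unadjusted p below 0.05, the flavone and flavonol term was enriched among the lower genes (5 of 7 genes, adjusted p = 0.0135 from Fisher's exact test) and not among the higher ones (1 gene, adjusted p = 1 from Fisher's exact test). Without the filter on low counts the enrichment among the lower genes was lost (adjusted p = 0.0720 from Fisher's exact test), and among the genes lower at an adjusted p below 0.05 the same count of 5 of 7 was not enriched (adjusted p = 0.165 from Fisher's exact test). The citrate cycle term was not enriched among higher (adjusted p = 0.926) or lower genes (adjusted p = 0.722 from Fisher's exact test).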

The addition of uniconazole S3307 also differentially impacted purine metabolism in soybean and galactose metabolism in mung bean, suggesting that the compound may exert species-specific effects by modulating distinct metabolic pathways (Figure S2).

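Of 50 tested genes of galactose metabolism, 17 were higher in LT than in CK and 16 in LT+S than in CK, and 2 were higher in LT+S than in LT, each at a fold change over 2 with an unadjusted p below 0.05. In LT, a raffinose synthase (LOC106757929), which joins galactose to sucrose, rose from 7.24 ± 3.79 (SD, n = 3) to 86.9 ± 19.1 (SD, n = 3) CPM (log2 fold change 3.58, adjusted p = 1.6e-04 from edgeR) and was 61.7 ± 14.1 (SD, n = 3) in LT+S. A second one (LOC106761957) rose from 0.479 ± 0.188 (SD, n = 3) to 17.7 ± 4.05 (SD, n = 3) CPM in LT (log2 fold change 5.18, adjusted p = 1.5e-04 from edgeR) and was 23.4 ± 14.3 (SD, n = 3) in LT+S. GAL10 (LOC106764964), a bifunctional protein with epimerase activity on UDP-galactose, rose from 4.41 ± 1.08 (SD, n = 3) to 35.2 ± 7.88 (SD, n = 3) CPM (log2 fold change 3.00, adjusted p = 5.4e-05 from edgeR). Galactinol synthase 1 (LOC106757161), which makes the galactose donor of raffinose, rose from 19.0 ± 11.8 (SD, n = 3) to 69.5 ± 6.67 (SD, n = 3) CPM (log2 fold change 1.88, adjusted p = 0.0129 from edgeR). In the list of raffinose synthesis 5 of 12 genes rose in LT+S against CK and 0 fell (5 higher when adjusted over the list alone; median 1.13; adjusted p = 0.0125 from camera; adjusted p = 0.376 with an estimated correlation, and adjusted p = 0.00488 from fry). Without CK 3 that call was lost (adjusted p = 0.0544 from camera), and the CK libraries differed in this list, its median log2 level being -1.29 in CK 3 relative to CK 1. In LT+S against LT the list had a median log2 fold change of -0.13 (adjusted p = 0.564 from camera). The 2 galactose genes at the looser threshold were an aldose 1-epimerase (LOC106758648), 4.02 ± 0.538 (SD, n = 3) CPM in LT and 8.13 ± 1.41 (SD, n = 3) in LT+S (log2 fold change 1.02, adjusted p = 0.200 from edgeR), and a cell wall beta-fructofuranosidase (LOC106774325), 1.13 ± 0.438 (SD, n = 3) CPM in LT and 2.38 ± 0.207 (SD, n = 3) in LT+S (log2 fold change 1.06, adjusted p = 0.696 from edgeR). At that looser threshold the term was enriched among the genes higher in LT than in CK (adjusted p = 2.8e-04 from Fisher's exact test) and among those higher in LT+S than in CK (adjusted p = 4.8e-04 from Fisher's exact test), but not among those higher in LT+S than in LT (adjusted p = 1 from Fisher's exact test). Among genes higher at an adjusted p below 0.05 it was not enriched, with 18 of 50 genes in LT (adjusted p = 0.147 from Fisher's exact test) and 16 in LT+S against CK (adjusted p = 0.177 from Fisher's exact test).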

Delving deeper into the physiological response, we focused on genes within the photosynthesis pathway that were among the top 20 regulated genes under uniconazole treatment. 

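Of 23 antenna genes 22 had a positive log2 fold change in LT+S against LT, with a median of 0.64, and of 58 genes of the photosystems and electron transport 52 did, with a median of 0.34. The antenna genes CAB13, CP24, CP29.1, P4 and a pair of CAB3 copies, all plotted by library, passed a fold change over 2 with an unadjusted p below 0.05; 7 antenna genes were higher when adjusted over the list alone. At an adjusted p below 0.05 over all genes edgeR called 0 antenna genes (9 higher and 0 lower at an unadjusted p below 0.05; DESeq2 called 3 and 0) and 0 of the photosystems (10 higher and 0 lower at an unadjusted p below 0.05; DESeq2 called 0 and 0). Of the photosystem and electron transport genes PSB27 and a pair of ferredoxin-1 genes passed the looser threshold, and 0 passed when adjusted over the list alone. Enzymes of chlorophyll synthesis had a median of 0.25 (22 of 29 positive, 0 when adjusted over the list alone), and those of the Calvin cycle a median of 0.18 (20 of 27 positive, 0 when adjusted over the list alone). Camera gave an adjusted p of 1.4e-16 for antenna proteins (adjusted p = 0.336 with an estimated correlation), 8.7e-11 for the photosystems (adjusted p = 0.686 with an estimated correlation) and 1.7e-04 for chlorophyll synthesis (adjusted p = 0.681 with an estimated correlation). The rotation test fry, which allows for correlation but tests the list against no change rather than against other genes, gave an adjusted p of 0.108 for antenna proteins, 0.290 for the photosystems, 0.235 for chlorophyll synthesis and 0.609 for the Calvin cycle. For the Calvin cycle camera gave an adjusted p of 0.0430 (adjusted p = 0.994 with an estimated correlation), and the call was lost without CK 1 (0.0799), CK 3 (0.0563), LT 1 (0.256), LT 3 (0.964) or LT+S 3 (0.221), in a fit of the 6 cold libraries (0.0777) and without the filter on low counts (0.0879). The term of antenna proteins held 6 of 19 genes among those higher in LT+S at the looser threshold (adjusted p = 2.4e-05 from Fisher's exact test), and the term of photosynthesis 3 of 46 (adjusted p = 0.377 from Fisher's exact test). The first was lost without LT 3 (adjusted p = 0.695) and LT+S 1 (adjusted p = 0.129 from Fisher's exact test), and the second passed without LT 2 (adjusted p = 0.00123 from Fisher's exact test). The LT libraries differed among themselves, with median antenna levels of -1.29, -0.62 and -2.07 on the centred log2 scale, beside -0.36, -0.49 and -0.42 in LT+S. The antenna median against LT was 0.41 without LT 3 and 1.06 without LT 2.

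**Figure D1:**
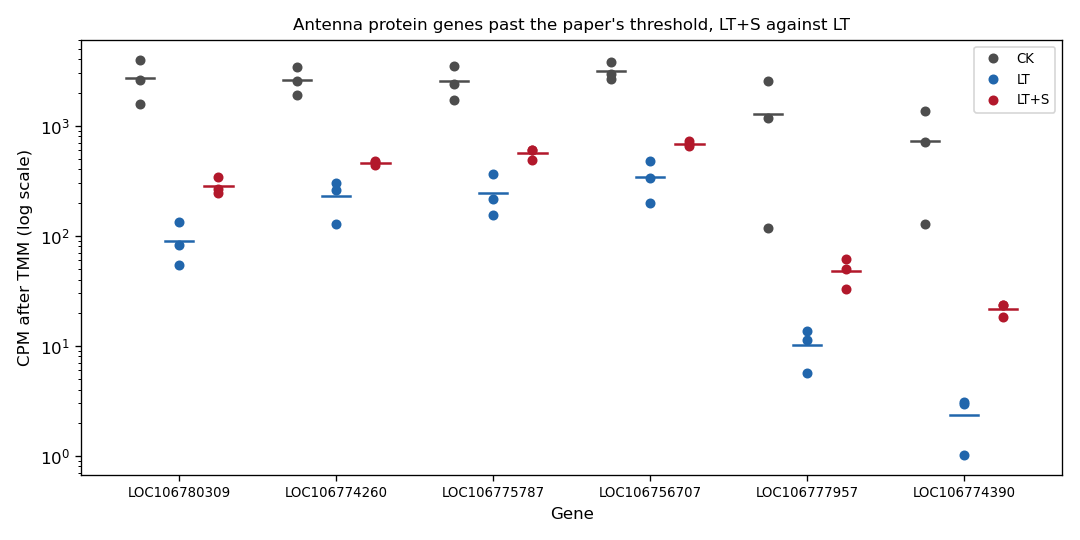
CPM after TMM scaling, on a log axis, of 6 antenna protein genes in CK, LT and LT+S. Each point is 1 library and each bar the mean of 3. The CK libraries lie above the LT libraries for each gene, and the LT+S libraries lie between them; the genes were chosen for passing a fold change over 2 with an unadjusted p below 0.05 between LT+S and LT.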

KEGG enrichment analysis revealed that uniconazole upregulated photosynthetic pathways in mung bean but downregulated them in soybean (Figure S3A,B). This aligns with physiological assessments where mung bean displayed significant recovery in photosynthetic parameters upon uniconazole application, whereas soybean did not exhibit such an improvement (Figure 3A). Several other physiological indicators including transpiration rate (Tr) (Figure 3B), stomatal conductance (Gs) (Figure 3D), and total chlorophyll content (Figure 3E) furtherly validated that uniconazole presented universal alleviating effects on mung bean under cold stress. Though no significant intracellular CO_2_ (Ci) (Figure 3C) alteration was detected under uniconazole treatment for both mung bean and soybean, it might suggest other sources of CO_2_, such as respiration function, compromised the limited change from photosynthesis. Quantitative PCR analyses confirmed that uniconazole significantly increased the transcription levels of photosynthesis-related genes CHUP1 and WRI1 in mung bean, reinforcing the potential of uniconazole as a facilitator of cold stress resilience through the modulation of photosynthesis (Figure 3B).

### 2.3. Unraveling the Differential Impact on Photosynthesis-Related Pathways in Soybean and Mung Bean under Uniconazole Treatment

Above all, the integrated comparative physiological and transcriptomic-metabolomic analysis offers a novel perspective on the distinct responses of soybean and mung bean to cold stress and uniconazole treatment, with a particular focus on photosynthesis-related pathways. To uncover the potential cause of this distinctive response, we initially explored genetic variations such as INDELs, SNPs, and alternative splicing (Figure S4) in both species. Though immediate variations due to cold stress or uniconazole were not evident, our analysis revealed a pronounced disparity in INDELs within the 5′ UTR and 3′ UTR regions between soybean and mung bean (Figure 4A,B), hinting at underlying genetic factors that might influence their differential response.

In soybean, the scarcity of INDELs contrasted with a higher occurrence in mung bean, potentially affecting gene expression related to photosynthesis under stress conditions. Additionally, while SNP enrichment was comparably distributed, mung bean showed a slightly elevated SNP frequency in critical genomic segments (Figure 4C,D), which could further contribute to its distinct response.

To probe deeper, we embarked on an integrative transcriptomic–metabolomic analysis in mung bean, particularly examining the interplay between photosynthesis and its critically related sugar metabolism under cold stress. This analysis revealed a coordinated alteration in sugar-related metabolic pathways, including those involving key sugars like glucose, maltose, and sucrose (Figure 5A, Supplementary Table S1). 

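On the transcript side, 20 of the 20 genes that Table S1 correlates with metabolites, sugars among them, were lower in LT than in CK. They include antenna proteins, subunits of the photosystems and enzymes of the Calvin cycle. A CAB3 copy (LOC106752877) fell from 22285 ± 3493 (SD, n = 3) CPM in CK to 3817 ± 1536 (SD, n = 3) in LT (log2 fold change -2.55, adjusted p = 5.2e-04 from edgeR). Rubisco activase (LOC106757684), which keeps the CO_2_-fixing enzyme active, fell from 48933 ± 4582 (SD, n = 3) to 16205 ± 7121 (SD, n = 3) CPM (log2 fold change -1.59, adjusted p = 0.0117 from edgeR). Phosphoribulokinase (LOC106777824), which regenerates the CO_2_ acceptor, fell from 8927 ± 435 (SD, n = 3) to 1731 ± 632 (SD, n = 3) CPM (log2 fold change -2.37, adjusted p = 2.6e-04 from edgeR). Catalase (LOC106762083), which removes hydrogen peroxide, fell from 5567 ± 795 (SD, n = 3) to 1825 ± 409 (SD, n = 3) CPM (log2 fold change -1.61, adjusted p = 5.6e-04 from edgeR). Over the 20 genes the log2 fold changes ran from -6.26 to -1.01 with a median of -2.28, and the largest adjusted p was 0.0117 from edgeR. Genes of starch and sucrose metabolism, outside that table, went both ways: of 89, 31 were higher and 14 lower in LT (31 and 14 when adjusted over the list alone; median 0.04; adjusted p = 0.0952 from camera, 0.00913 without LT 3 and 0.0481 in a fit of the 6 libraries). Beta-amylase 3 (LOC106769316), which breaks starch down to maltose, rose from 193 ± 6.68 (SD, n = 3) to 664 ± 41.2 (SD, n = 3) CPM (log2 fold change 1.78, adjusted p = 5.2e-05 from edgeR). The table was drawn up by the study from these samples and is therefore not independent evidence of direction. The sugars were not analysed here.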

Significantly, upon the application of uniconazole, these pathways demonstrated a disrupted correlation, suggesting a notable restorative effect of uniconazole on photosynthesis-related pathways adversely affected by low temperatures (Figure 5B, Supplementary Table S2).

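The 20 genes of Table S2, listed for the application of uniconazole, include enzymes of lipid breakdown, kinases and transcription factors. Patatin-like protein 3 (LOC106772963), of a family of lipid hydrolases, was 4.17 ± 2.02 (SD, n = 3) CPM in CK, 40.9 ± 31.0 (SD, n = 3) in LT and 291 ± 148 (SD, n = 3) in LT+S, with a log2 fold change of 2.83 between LT+S and LT (adjusted p = 0.301 from edgeR). The homeobox factor HAT4 (LOC106776417), known from the shade response, was 228 ± 66.6 (SD, n = 3) CPM in LT and 84.1 ± 20.3 (SD, n = 3) in LT+S (log2 fold change -1.44, adjusted p = 0.107 from edgeR). Peroxidase 12 (LOC106769628) rose from 42.0 ± 18.0 (SD, n = 3) CPM in CK to 2169 ± 919 (SD, n = 3) in LT (adjusted p = 7.3e-05 from edgeR) and was 1054 ± 288 (SD, n = 3) in LT+S (log2 fold change -1.04 against LT, adjusted p = 0.640 from edgeR). CIPK6 (LOC106762203), a kinase of calcium signalling, rose from 649.7 ± 135 (SD, n = 3) to 2050.0 ± 662 (SD, n = 3) CPM in LT (adjusted p = 0.00149 from edgeR) and was 852 ± 179 (SD, n = 3) in LT+S (log2 fold change -1.27 against LT, adjusted p = 0.283 from edgeR). Against CK, 8 of the 20 genes were higher and 8 lower in LT at an adjusted p below 0.05. Between LT+S and LT, 11 were higher and 6 lower at a fold change over 2 with an unadjusted p below 0.05. At an adjusted p below 0.05 edgeR called 0 of them (17 had an unadjusted p below 0.05), whereas DESeq2 called 5 higher and 3 lower. At the looser threshold the counts were 5 and 3 without LT 3, 9 and 2 without LT 1, 8 and 3 without LT+S 1, 10 and 3 without LT+S 2, and 8 and 4 without LT+S 3. The 20 genes of Table S1 had a median log2 fold change of 0.33 between LT+S and LT, 17 of them positive; edgeR and DESeq2 called 0, and 1 had an unadjusted p below 0.05. Both tables were drawn up by the study from these samples.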

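Of 2578 genes lower in LT than in CK at a fold change over 2 with an unadjusted p below 0.05, 121 were higher in LT+S than in LT at the same threshold. The chloroplast lipoxygenase LOX2.1 (LOC106756179), an enzyme at the start of jasmonate synthesis, was 836 ± 263 (SD, n = 3) CPM in CK, 226 ± 80.9 (SD, n = 3) in LT and 633 ± 118 (SD, n = 3) in LT+S. It fell by 1.89 on the log2 scale in LT (adjusted p = 0.00179 from edgeR) and had a log2 fold change of 1.49 in LT+S against LT (adjusted p = 0.285 from edgeR). A second gene of the same name (LOC106776123), with which it may share reads, was 159 ± 29.5 (SD, n = 3), 36.4 ± 16.4 (SD, n = 3) and 105 ± 28.4 (SD, n = 3) CPM in CK, LT and LT+S. A GDSL esterase (LOC106775378), from a family with members in cutin formation, was 13.9 ± 3.37 (SD, n = 3), 2.91 ± 0.195 (SD, n = 3) and 7.59 ± 0.140 (SD, n = 3) CPM (log2 fold change 1.38 in LT+S against LT, adjusted p = 0.0691 from edgeR). In the opposite direction, the MADS-box factor AGL8 (LOC106755342), known from the floral transition, rose from 78.7 ± 18.0 (SD, n = 3) to 182 ± 12.4 (SD, n = 3) CPM in LT (log2 fold change 1.21, adjusted p = 5.4e-04 from edgeR) and was 83.1 ± 8.50 (SD, n = 3) in LT+S (log2 fold change -1.13, adjusted p = 0.0775 from edgeR). Of the genes higher in LT, 104 were lower in LT+S at that threshold. Independent lists of such sizes would share 37.8 and 22.6. Both comparisons hold the LT libraries, so LT+S libraries that did not differ from LT were also simulated. Over 15 runs these gave 44.5 (31 to 53) and 43.0 genes (31 to 60). They also had fewer genes past the threshold between LT+S and LT, on average 112.4 higher and 104.7 lower, against 283 and 192. More calls alone give a larger overlap, so the 121 and 104 cannot be set directly against these numbers. Whether anything remains beyond the number of calls was not tested. Genes were drawn separately at a spread shared by the groups, so these runs cannot decide whether any remainder reverses the cold change. The covariance across genes of both sets of log2 fold changes was -0.188, against -0.0635 in the simulated libraries; the LT libraries were too few to be split between the comparisons. The genes higher and lower in LT+S than in LT, from which the 121 and 104 are drawn, numbered 244 to 482 and 151 to 291 with single libraries left out. At an adjusted p below 0.05 the lower genes that lay higher again numbered 2, 0 without LT 1 and 4 without LT 2, and DESeq2 gave 60.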

The KGML net plot analysis further reinforced this observation, showing uniconazole’s ability to counteract the global downregulation of genes and metabolites induced by cold stress (Figure 5C and Figure S5). These findings collectively underscore the complex genetic and metabolic interplay that governs the response of these species to environmental stressors, highlighting the pivotal role of photosynthesis-related pathways in their adaptation mechanisms.

### 2.4. Investigating Uniconazole’s Interaction with Photosynthesis-Related Proteins

Due to significant impact imposed by uniconazole on photosynthesis pathways, it was assumed that there should be a potential target involved in uniconazole targeting. To investigate the pronounced impact of uniconazole on the photosynthetic pathways of mung bean, our research focused on identifying the most susceptible targets of this chemical. 

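In mung bean, 8 transcripts of photosynthesis with a fold change over 2 and an unadjusted p below 0.05 between LT+S and LT are followed here, and each was lower in both cold groups than in CK. CP24 (LOC106775787) and CP29.1 (LOC106774260), antenna proteins that link the light-harvesting complex to photosystem II, were 2528 ± 894 (SD, n = 3) CPM in CK, 246 ± 109.7 (SD, n = 3) in LT and 559.8 ± 65.9 (SD, n = 3) in LT+S, and 2625 ± 781 (SD, n = 3) CPM in CK, 229 ± 90.1 (SD, n = 3) in LT and 461 ± 19.8 (SD, n = 3) in LT+S, respectively. Their log2 fold changes in LT+S against LT were 1.19 (standard error 0.35, adjusted p = 0.439 from edgeR) and 1.01 (standard error 0.32, adjusted p = 0.498 from edgeR). P4 (LOC106756707), an antenna protein of photosystem I, was 3124 ± 565 (SD, n = 3) CPM in CK, 338 ± 141 (SD, n = 3) in LT and 687 ± 39.3 (SD, n = 3) in LT+S (log2 fold change 1.02, adjusted p = 0.426 from edgeR). A pair of CAB3 copies, which may share reads, differed widely among the CK libraries. LOC106777957, on chromosome 11 of Vradiata_ver6 from 2162455 to 2163388, was 117 CPM in CK 1 and 2575 in CK 3, 10.1 ± 4.06 (SD, n = 3) in LT and 48.1 ± 14.8 (SD, n = 3) in LT+S (log2 fold change 2.25, adjusted p = 0.629 from edgeR). LOC106774390, on chromosome 1 of Vradiata_ver6 from 24461287 to 24462210, was 127 CPM in CK 1 and 1353 in CK 3, 2.34 ± 1.14 (SD, n = 3) in LT and 21.8 ± 3.19 (SD, n = 3) in LT+S (log2 fold change 3.22, adjusted p = 0.301 from edgeR). PSB27 (LOC106754237), which assists the repair of photosystem II, was 109 ± 38.0 (SD, n = 3) CPM in CK, 4.47 ± 2.22 (SD, n = 3) in LT and 9.52 ± 1.30 (SD, n = 3) in LT+S (log2 fold change 1.09, adjusted p = 0.586 from edgeR). Ferredoxin-1 (LOC106775679), which carries electrons from photosystem I, was 77.9 ± 38.4 (SD, n = 3) CPM in CK, 5.64 ± 2.05 (SD, n = 3) in LT and 13.8 ± 2.28 (SD, n = 3) in LT+S (log2 fold change 1.30, adjusted p = 0.445 from edgeR). Its neighbour on chromosome 10, also annotated as ferredoxin-1 (LOC106775681), was 50.3 ± 23.9 (SD, n = 3) CPM in CK, 0.343 ± 0.418 (SD, n = 3) in LT and 1.60 ± 1.01 (SD, n = 3) in LT+S (log2 fold change 2.25, adjusted p = 0.599 from edgeR), and reads could be shared between them. In LT against CK each of these genes fell (log2 fold changes -8.29 to -3.21). None of the 8 was called by edgeR between LT+S and LT at an adjusted p below 0.05.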

We prioritized transcripts that showed significant changes in the presence of uniconazole, particularly those involved in photosynthesis, to determine whether there could be a direct binding effect. Due to a scarcity of published protein structures for these transcripts, we turned to a machine learning-powered approach, utilizing the AlphaFold algorithm for protein structure prediction, followed by molecular docking using AutoDock Vina. This innovative scheme of techniques allowed us to predict not just the structure of these proteins, but also their potential interactions with uniconazole.

The results were quite revealing. It was discovered that uniconazole exhibited a strong affinity for certain photosynthesis-related proteins, as evidenced by high binding scores from our docking studies (Figure 6A). These findings suggest a targeted interaction, where uniconazole may be binding to proteins that are central to the photosynthetic process. Such interactions are graphically simulated and depicted in Figure 6B, indicating the sites where uniconazole might bind. Among the proteins we examined, the one corresponding to gene LOC106780309 stood out due to its remarkable binding affinity with uniconazole (Figure 6A). This gene encodes the chlorophyll a-b binding protein 13, a key component of the light-harvesting complex in mung bean. It plays a critical role in binding chlorophyll molecules, which is essential for capturing light and kick-starting the photosynthetic process that eventually leads to sugar production in the plant.

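LOC106780309 lies from 917647 to 919144 on a sequence of Vradiata_ver6 that is not placed on a chromosome. The text and the methods of the paper name this gene for the protein studied, whereas the legend of Figure 6 names LOC106777957, another antenna gene. The transcript of LOC106780309 was 1575, 2609.9 and 3975 CPM in the CK libraries, 83.0, 133 and 54.0 in LT, and 341, 244 and 268 in LT+S. The means were 2719.8 ± 1204 (SD, n = 3), 89.8 ± 39.7 (SD, n = 3) and 284 ± 50.4 (SD, n = 3). In LT it fell by 4.92 on the log2 scale against CK (standard error 0.46, adjusted p = 9.6e-05 from edgeR), and it also fell in LT+S against CK (log2 fold change -3.26, adjusted p = 5.3e-04 from edgeR). Its log2 fold change between LT+S and LT was 1.66 (standard error 0.40, adjusted p = 0.301 from edgeR). Reads of near-identical members among the 23 antenna protein genes tested could be shared with it.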

Given the absence of commercially available antibodies for the chlorophyll a-b binding protein 13, to confirm the binding with uniconazole, we resorted to purifying the recombinant protein (Figure 6C). This step was essential for performing isothermal titration calorimetry (ITC), a sensitive technique that measures the heat change thus reflecting the direct binding of two molecules, in this case, uniconazole and recombinant chlorophyll a-b binding protein 13. The ITC assay provided clear evidence that uniconazole specifically interacts with the chlorophyll a-b binding protein 13 showing a *K_d_* of 700 nM (Figure 6D), as opposed to the control protein (encoded by LOC106775679) (ITC not measurable), reinforcing the notion that uniconazole’s regulatory effect on the photosynthesis pathway is a significant mechanism by which it imparts cold stress tolerance in mung bean. However, while our findings shed light on the direct interaction between uniconazole and chlorophyll a-b binding protein 13, further studies are necessary to unravel the precise nature of this interaction under cold stress conditions. Understanding this could pave the way for new approaches to enhance legumes resilience to environmental stresses.

## 3. Discussion

Cold stress encompasses chilling stress (0–15 °C) and freezing stress (<0 °C), both of which pose significant threats to the growth, development, and yield of plants [11,44]. Different plants adapt to different growth temperature. Soybean and mung bean are valuable warm-season grain legume crops and are sensitive to low temperatures [41,45]. The damages caused by chilling stress observed in plants mainly include reduction in electron transport and photosynthetic efficiency [41,46] coupled with modifications in protein structure and enzyme activities [40]. In our research, we observed a decrease in chlorophyll content and stomatal conductance (Gs) in soybeans (Figure 3), which was consistent with previous research [41]. Despite the rise in intercellular carbon dioxide concentration observed in soybeans during cold stress, the overall net photosynthetic rate decreased, suggesting a decreased carbon dioxide utilization efficiency by soybeans under cold stress. In mung beans, we found similar trends in net photosynthetic rate (Pn), stomatal conductance (Gs), and transpiration rate (Tr) under cold stress, except for the intercellular carbon dioxide concentration, which implied that soybean and mung bean may face the cold stress in different ways. Furthermore, we observed that when plants treated with uniconazole were grown under normal temperatures, the net photosynthesis of soybeans decreased, while that of mung beans increased. However, when exposed to low temperatures after uniconazole treatment, both soybeans and mung beans exhibited higher net photosynthetic rates compared to the control group sprayed with water (Figure 3A). This suggests that the mechanism by which uniconazole enhances photosynthesis in soybeans was only triggered under cold stress. In contrast, mung beans exhibit an enhancement in photosynthesis regardless of cold stress conditions, with a more pronounced effect observed under cold stress.

The detrimental effects of cold stress on legume crops underscore the urgency to understand and improve plant tolerance mechanisms [47,48]. Legumes are pivotal for global nutrition and ecological sustainability, yet their productivity is compromised in the face of chilling temperatures. Current research has not fully unraveled the complex responses of these plants to cold stress, a gap attributed to the diverse cultivation environments and the distinct thermal adaptation strategies they exhibit [1,49]. This study’s comparative analysis of soybean and mung bean responses aims to illuminate these complexities. By integrating molecular, biochemical, and physiological data, it becomes evident that each legume species possesses a unique cold stress response signature. The findings particularly highlight how the application of uniconazole, a plant growth regulator, differentially influences their stress pathways, potentially offering a new avenue for enhancing cold tolerance in mung bean. It is posited that understanding these differential responses is crucial for designing targeted interventions, which could include selective breeding programs or agronomic practices tailored to bolster the inherent resilience of these legumes. Such strategies are imperative for safeguarding crop yields and ensuring the nutritional security that legumes provide, particularly in regions where climate change threatens traditional agricultural practices.

The transcriptomic variations between mung bean and soybean under cold stress conditions reveal intriguing species-specific responses, pivotal for understanding plant adaptation mechanisms. Mung bean’s distinct transcriptomic profile upon uniconazole treatment suggests an innate flexibility in its stress response system, which may confer an evolutionary advantage in variable climates. The upregulation of photosynthesis-related pathways in mung bean indicates a potential strategy for sustaining growth and productivity during cold spells, which is conspicuously absent in soybean. This divergence highlights the nuanced complexity of plant stress biology, emphasizing the importance of a tailored approach to crop management and improvement strategies. The differential efficacy of uniconazole, a known gibberellic acid synthesis inhibitor, underscores the selective nature of stress mitigators and their potential interactions with plant-specific physiological pathways. While mung bean benefits from uniconazole’s role in enhancing photosynthetic efficiency under cold stress, soybean does not exhibit the same level of responsiveness, hinting at a deeper metabolic and genetic divergence between the two species [41]. The physiological data corroborating these molecular findings not only validate the bioinformatics predictions but also open a discourse on the adaptive significance of such stress responses. The apparent resilience of mung bean to cold stress when treated with uniconazole presents a case for its use in agricultural practices where cold stress is a limiting factor. Conversely, the lack of a significant response in soybean to the same treatment at temperatures as low as 15 °C raises questions about the underlying reasons for its contrasting behavior.

The integration of transcriptomic and metabolomic data in mung bean highlights a synergistic interaction under cold stress, reflected in a marked correlation between gene expression and metabolite profiles. The application of uniconazole, however, appears to modulate this relationship, suggesting an influence on the gene regulatory mechanisms that are responsive to low temperatures. KGML pathway analysis supports the hypothesis that uniconazole may mitigate the suppressive effects of cold stress on gene and metabolite expression by targeting specific genes within these pathways (Supplementary Table S3). 

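Beside the antenna proteins, the genes listed in Table S3 include florigens and enzymes of flavonoid synthesis. HEADING DATE 3A (LOC106766377), a relative of FLOWERING LOCUS T that promotes flowering, was 33.3 ± 23.5 (SD, n = 3) CPM in CK, 133 ± 29.0 (SD, n = 3) in LT and 29.6 ± 8.86 (SD, n = 3) in LT+S (log2 fold change -2.17 in LT+S against LT, adjusted p = 0.289 from edgeR). The phytochrome-interacting factor PIL15 (LOC106757404), which takes part in light signalling, was 75.5 ± 22.8 (SD, n = 3) CPM in LT and 26.9 ± 0.432 (SD, n = 3) in LT+S (log2 fold change -1.49, adjusted p = 0.0691 from edgeR). A pair of chalcone synthase genes, which may share reads and encode the first enzyme of flavonoid synthesis, had few counts: LOC106766157 was 2.28 ± 2.53 (SD, n = 3) CPM in LT and 0.0845 ± 0.000921 (SD, n = 3) in LT+S (log2 fold change -4.66, adjusted p = 0.301 from edgeR), and LOC106766188 was 1.51 ± 1.60 (SD, n = 3) and 0.0424 ± 0.0427 (SD, n = 3) CPM, with 110 counts in LT and 3 in LT+S, a ratio of 35.8 with a 95% counting interval of 12.2 to 173. Naringenin 3-dioxygenase (LOC106769061), a later enzyme of that pathway, was 97.3 ± 39.8 (SD, n = 3) CPM in CK, 9.45 ± 0.939 (SD, n = 3) in LT and 19.5 ± 7.49 (SD, n = 3) in LT+S (log2 fold change 1.04, adjusted p = 0.509 from edgeR). Chalcone isomerase (LOC106771799) was 11.4 ± 0.669 (SD, n = 3) CPM in CK, 34.6 ± 5.61 (SD, n = 3) in LT and 70.1 ± 26.9 (SD, n = 3) in LT+S (log2 fold change 1.02, adjusted p = 0.301 from edgeR). Of 103 genes listed, 96 were tested. Between LT+S and LT, 51 were higher and 26 lower at a fold change over 2 with an unadjusted p below 0.05, and edgeR called 0 at an adjusted p below 0.05 (78 had an unadjusted p below 0.05; DESeq2 called 26 higher and 9 lower). The study drew up this list from these samples, and it is therefore not independent evidence of direction. The circadian term held 6 of 50 genes among those lower in LT+S at the looser threshold (adjusted p = 2.9e-04 from Fisher's exact test); these were florigens, PIL15 and chalcone synthases rather than genes of the clock itself. In the list of 33 clock genes edgeR called 0 between LT+S and LT (2 higher and 1 lower at an unadjusted p below 0.05; DESeq2 called 1 and 0), and its median log2 fold change was 0.01 (adjusted p = 0.898 from camera). From its analysis of these pathways, the paper proposes that uniconazole may lessen the suppression of genes and metabolites by cold through specific genes within them.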

Notably, uniconazole’s role in inhibiting gibberellic acid synthesis, known to affect germination and growth, may also extend to modulating the photosynthesis pathways under cold stress conditions [50,51]. Protein interaction predictions, facilitated by the AlphaFold algorithm and molecular docking simulations, indicate strong binding affinities between uniconazole and key photosynthetic proteins, particularly the chlorophyll a-b binding protein 13, encoded by LOC106780309. This protein, essential for the light-harvesting complex’s function, was biochemically validated to interact with uniconazole through isothermal titration calorimetry, pointing to a direct role in enhancing cold stress tolerance. These findings propose a model where uniconazole potentially targets critical components of the photosynthesis machinery, thereby alleviating the deleterious effects of cold stress. In contrast, soybean’s lack of a similar response might be attributed to the absence of compatible molecular targets for uniconazole, a disparity that necessitates further molecular investigation to elucidate the mechanistic basis of these differential responses.

This research underscores the differential response of mung bean and soybean to cold stress and uniconazole treatment, highlighting mung bean’s ability to maintain and enhance photosynthetic activity under stress conditions. However, it is also important to acknowledge the limitations of this study, particularly the relatively small sample size, only one variety used and the controlled experimental conditions. Further field trials with larger sample sizes, more varieties, and conducted in multiple locations are necessary to validate these preliminary findings and ensure their applicability to real-world agricultural settings.

Overall, the study provides an enhanced understanding of the molecular dynamics underpinning the response of soybean and mung bean to low-temperature stress (Figure 7). Through the lens of advanced bioinformatics, this research has pinpointed pivotal photosynthesis-related genes potentially implicated in the resilience mechanisms activated by uniconazole. The insights gleaned from protein docking predictions pave the way for a deeper exploration of molecular interactions essential for cold stress adaptation. However, it is important to note that the conclusions drawn in this study were based on a single variety chosen from each species, and their genetic composition may not be universally applicable. Furthermore, the experimental setup took place in a greenhouse setting, which deviates from real field conditions. Hence, our research results need to be further validated in field experiments. While, as a foundation for future inquiries, this work proposes novel approaches to bolster legume tolerance to temperature extremes, a significant step forward in the pursuit of crop sustainability and security.

## 4. Materials and Methods

### 4.1. Plant Materials and Cultivated Condition

The mung bean variety ‘Lvfeng No.2′ and the soybean variety ‘Kenfeng No.16′ were procured from the Germplasm Bank of the National Coarse Grains Engineering Technology Research Center, China. Seeds, selected for uniformity in size and quality, were sown on 10 May 2022, placing three seeds equidistantly in each of five designated holes per pot. Post-germination, at the V2 developmental stage, plants were thinned to maintain one healthy seedling per hole. Standard agronomic practices were applied, including timely weeding and pesticide application to ensure optimal plant health. Plants were cultivated in 30 × 23 × 32 cm pots made from polyvinyl chloride resin (PVC), utilizing a soil mixture composed of cultivated land soil and sand in a 3:1 ratio. The meadow black soil employed for this study exhibited the following physicochemical properties: alkali-hydrolysable nitrogen at 158.8 mg·kg^−1^, available phosphorus at 30.8 mg·kg^−1^, available potassium at 163.7 mg·kg^−1^, and organic matter content of 27.6 g·kg^−1^, with a pH of 6.87.

### 4.2. Chemical and Stress Treatment

Plants were subjected to a chemical treatment involving uniconazole S3307 (95% purity) sourced from Jiangsu Qizhou Green Chemical Co., Ltd., Qizhou, China. At the onset of flowering, half of the plants (120 plants) were sprayed with 50 mg·L^−1^ uniconazole solution. The control group (120 plants) was treated with an equivalent volume of distilled water. Following a 36 h period post-treatment, 60 uniconazole-treated and 60 water-treated plants were transferred to a phytotron facility at the Heilongjiang Agricultural Academy for the low-temperature stress experiment (15/15 °C—day/night temperature, relative humidity (RH) of 75%, and a natural light photoperiod). Low-temperature treated plants were maintained at 15 °C for a continuous four-day period. The remaining 60 uniconazole-treated and 60 water-treated plants were placed under natural environments as controls. In conclusion, the plant materials of these two species were divided into 4 groups, denoted as CK (sprayed with water and normal temperature), CK + uniconazole (sprayed with uniconazole and normal temperature), LT (sprayed with water and low-temperature), LT + uniconazole (sprayed with uniconazole and low-temperature).

### 4.3. RNA-Seq and Transcriptomics Analysis

Leaf samples with different treatments (CK, LT, LT + S) were flash-frozen in liquid nitrogen immediately upon collection and subsequently stored at −80 °C. Each pot represented an independent biological replicate, with three replicates per treatment group to ensure robust statistical analysis. Total RNA was isolated from the harvested samples utilizing the Trizol reagent method, following the protocol previously described by Ingolia et al. [52]. The cDNA library was the constructed and then sequenced on the Illumina HiSeq Ten X platform. Quality control was conducted using Trimmomatic to remove poly-N sequences with default parameters [53]. The filtered reads then aligned to the respective reference genome by using hisat2 (v2.1.0) software [54], with soybeans aligned to the reference genome (http://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/004/, 10 June 2021) and mung bean aligned to corresponding reference genome (https://ftp.ncbi.nlm.nih.gov/genomes/all/GCA/000/741/045/GCA_000741045.2_Vradiata_ver6/, 10 June 2021). Differential gene expression analysis utilized htseq-count for read quantification, with normalization by DESeq2 [55], targeting genes with a fold change greater than 2 and a *p*-value below 0.05. Identified genes were further analyzed for functional relevance using Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment. GO and KEGG analysis were carried out by using the function enrichGO and enrichKEGG of R package clusterProfiler [56].

### 4.4. Sample Preparation and Metabolite Analysis

Fresh leaf samples from groups CK, LT, and LT + S, which were sampled from the same batch as transcriptome sequencing, were used for widely targeted metabolite assessments, ensuring the prompt and accurate measurement of response variables. Six biological replicates were performed for each treatment to avoid potential errors. The 80 mg accurately weighed samples were transferred to a 1.5 mL Eppendorf tube, which contained 1 mL of 70% methanol and 20 μL of 2-chloro-l-phenylalanine (0.3 mg/mL) dissolved in methanol as internal standard. Samples were placed at −20 °C for 2 min, then grinded at 60 HZ for 2 min, and ultrasonicated at ambient temperature for 30 min after vortexed, then placed at −20 °C overnight. Samples were centrifuged at 13,000 rpm, 4 °C for 10 min. The supernatants (150 μL) from each tube were collected using crystal syringes, filtered through 0.22 μm microfilters and transferred to LC vials. The vials were stored at −80 °C until LC-MS analysis.

An ACQUITY UHPLC system (Waters Corporation, Milford, CT, USA) coupled with an AB SCIEX Triple TOF 5600 System (AB SCIEX, Framingham, MA, USA) was used to analyze the metabolic profiling in both ESI positive and ESI negative ion modes. An ACQUITY UPLC BEH C18 column (1.8 μm, 2.1 × 100 mm) was employed in both positive and negative modes. The binary gradient elution system consisted of (A) water (containing 0.1% formic acid, *v*/*v*) and (B) acetonitrile (containing 0.1% formic acid, *v*/*v*) and separation was achieved using the following gradients: 0 min, 5% B; 0.5 min, 5% B; 5.5 min, 40% B; 8 min, 100% B; 11 min, 100% B; 11.5 min, 5% B; 15 min, 5% B. The flow rate was 0.4 mL/min and column temperature was 45 °C. All the samples were kept at 4 °C during the analysis. The injection volume was 2 μL.

Data acquisition was performed in full scan mode (*m*/*z* ranges from 100 to 1000) combined with IDA mode. Parameters of mass spectrometry were as follows: Ion source temperature, 550 °C (+) and 550 °C (−); ion spray voltage, 3000 V (+) and 2800 V (−); curtain gas of 35 PSI; declustering potential, 100 V (+) and −100 V (−); collision energy, 10 eV (+) and −10 eV (−); and interface heater temperature, 550 °C (+) and 600 °C (−). For IDA analysis, range of *m*/*z* was set as 25–1000, the collision energy was 30 eV.

The QCs were injected at regular intervals (every 10 samples) throughout the analytical run to provide a set of data from which repeatability can be assessed.

### 4.5. Assessment of Photosynthetic Gas Exchange Parameters

To elucidate the photosynthetic performance of soybean and mung bean under cold stress, key gas exchange parameters were measured. This was accomplished using the LI-6400 Portable Photosynthesis System (LI-COR Biosciences, Lincoln, NE, USA), a robust tool for evaluating plant physiological responses to environmental variables. The following parameters were assessed:

Net Photosynthetic Rate (Pn): This metric indicates the efficiency with which CO_2_ is converted to organic compounds during photosynthesis. Stomatal Conductance (Gs): Stomatal conductance serves as an indicator of the rate at which CO_2_ enters and water vapor exits the leaf, reflecting the plant’s water-use efficiency and gas exchange potential. Intercellular CO_2_ Concentration (Ci): The concentration of CO_2_ within the leaf intercellular space, providing insight into the CO_2_ availability for carboxylation. Transpiration Rate (Tr): The rate of water vapor release from the leaf, closely linked to stomatal behavior and plant water status.

The instrument settings were calibrated to simulate ambient light conditions with a photosynthetic photon flux density of 1200 μmol·m^−2^·s^−1^, closely mimicking full sunlight conditions. CO_2_ was supplied at a concentration of 400 μmol·mol^−1^ to match atmospheric levels, ensuring relevance to field conditions. Leaf temperature was maintained at 26 °C, optimal for soybean and mung bean photosynthesis, while relative humidity was controlled at approximately 25%, reflecting common growing conditions. These controlled measurements allow for the comparison of the intrinsic photosynthetic capacities of soybean and mung bean under standardized environmental conditions, thereby minimizing variability and enabling an accurate assessment of their response to cold stress.

### 4.6. Quantification of Total Chlorophyll Content

For the assessment of total chlorophyll content, fresh leaf samples from both soybean and mung bean plants were prepared. Precisely 0.2 g of mature leaves, deemed functionally active, were harvested, and finely sectioned into approximately 2 mm fragments to enhance solvent access to cellular contents. These fragments were immediately placed in test tubes containing 20 mL of 95% ethanol, which facilitates chlorophyll extraction. To prevent degradation and ensure the integrity of the chlorophyll, the samples were incubated for 24 h in a dark environment, preventing light-induced alterations.

Post-extraction, the samples underwent a comparative visual inspection to confirm the leaching of chlorophyll into the ethanol solvent. For quantification, a 2.5 mL aliquot of the ethanolic chlorophyll extract was carefully transferred into a quartz cuvette. Absorbance readings were taken at two distinct wavelengths, 665 nm and 649 nm, which correspond to the absorption maxima of chlorophyll a and chlorophyll b, respectively, using an ultraviolet-visible (UV-Vis) spectrophotometer. These readings enable the calculation of the total chlorophyll content (*CT*), utilizing the following equation:

*CT* = 6.63 × *A_665_* − 18.08 × *A_649_*

where *A_665_* and *A_649_* represent the absorbance at 665 nm and 649 nm, respectively. This spectrophotometric method provides a reliable measure of the chlorophyll concentration, which is indicative of the photosynthetic potential and the health status of the leaves under investigation.

### 4.7. Real-Time Quantitative PCR (RT-qPCR) Assay

To verify the accuracy of transcriptome sequencing, RT-qPCR was performed following RNA extraction as previously described [52]. Primer sequences were designed for target and reference genes utilizing Primer Premier 5.0 software to maximize the efficiency and specificity of amplification. The *β-Actin* gene was employed as an internal control to normalize expression data. The primers used are listed below:

*β-Actin* Forward (F): CGAACCACCAACCGTAGTAAA
*β-Actin* Reverse (R): CAGATGAGAATGCCCGAGAG
*CHUP1* Forward (F): GGCTGCTACCAAGATTTCTACC
*CHUP1* Reverse (R): AAGCGTCTCCTCCAGTGTCA
*WRI-1* Forward (F): TCACCACCCTCACCACATTC
*WRI-1* Reverse (R): TTCAGGGTTTGAGGAAGACATT
*GPDH* Forward (F): GGACCAATCACAGAATGACAAGT
*GPDH* Reverse (R): AAGTTAGAAGGACAGCACACACC

The reaction solution for RT-qPCR included 10 μL 2 × SG Fast qPCR Master Mix (High Rox, B639273, BBI, ABI), 0.5 μL of primer F (10 mM), 0.5 μL of primer R (10 mM), 1 μL of cDNA, and 8 μL of nuclease-free water, for a total of 20 μL volume. Amplification and detection were executed on the StepOne Plus Thermal Cycler (ABI, Foster, CA, USA). The relative gene expression levels were quantified employing the 2^−ΔΔCT^ method, which normalizes the target gene expression to the endogenous reference gene and provides fold change in expression relative to a control. Data acquisition and analysis were conducted with the thermal cycler’s integrated software, which includes quality control measures to verify amplification consistency and efficiency. The SPSS 23.0 was used to calculate the variance between groups and treatments, and the graph was made by R or Graphpad Prism 9 software. Three independent biological replicates and three technological replicates were conducted for each sample.

### 4.8. Detection of Novel Transcripts, Alternative Splicing, and Genetic Variations

Transcript quantification was executed using two complementary software packages: bowtie2 for aligning sequencing reads to the reference genome, and eXpress for estimating transcript abundance, expressed as fragments per kilobase of transcript per million mapped reads (FPKM) and raw read counts. Subsequent normalization of transcriptional data was performed using the “estimateSizeFactors” function within the DESeq [55] R package, which adjusts for varying library sizes between samples.

In the pursuit of novel transcript discovery, we utilized the hisat2 [57] algorithm to ensure high-efficiency read mapping. StringTie (v2.0) software then assembled RNA-sequencing reads into potential novel transcripts. The integrity and relevance of these assembled transcripts were verified by cuffcompare [58], which contrasts the novel transcriptome assembly against a known reference annotation. Criteria for novel transcripts included a minimum separation of 200 base pairs from known genes and a maximum transcript length of 180 base pairs to ensure specificity and to avoid annotation of spurious transcriptional artifacts.

For the comprehensive detection of alternative splicing events and genetic variations such as single nucleotide polymorphisms (SNPs) and insertions/deletions (INDELs), we employed a suite of specialized tools. ASprofile was utilized to analyze alternative splicing patterns, providing insights into the transcript diversity and potential regulatory mechanisms in response to cold stress. Samtools [59] and bcftools [60] were engaged to identify and quantify SNP and INDEL events, offering a genomic perspective of intraspecies variation and the potential impact of these genetic differences on cold stress response. This multifaceted approach enables a robust investigation into the genomic and transcriptomic adaptations of soybean and mung bean to cold conditions.

### 4.9. Protein Structure Prediction and Uniconazole Docking Analysis

To elucidate the molecular interactions between uniconazole and the proteins implicated in photosynthesis, we implemented a computational approach for structure estimation and ligand docking. Gene candidates showing significant upregulation in the KEGG pathway analysis related to photosynthesis were identified. The corresponding protein sequences were retrieved from the UniProt database, a comprehensive resource for protein sequence and annotation data.

Utilizing the state-of-the-art AlphaFold algorithm, we predicted the tertiary structures of the selected proteins [61,62]. This deep learning-based method has revolutionized the field of protein structure prediction, providing highly accurate models that are instrumental for understanding protein function and interactions. The three-dimensional structure of uniconazole was obtained in structure data file (SDF) format from the PubChem database (PubChem CID: 6436604), which serves as a public repository for molecular structures and bioactivity data. Subsequent molecular docking simulations were carried out using AutoDock Vina [63], a widely recognized tool for predicting the binding affinities and poses of small molecules to their protein target. The docking process was performed in a blind mode, allowing the exploration of potential binding sites across the entire surface of the protein structures.

### 4.10. Recombinant Protein Purification and ITC Affinity Test

*Escherichia coli* BL21 Star (DE3) cells, transformed with the pColdI-LOC106780309 (Vigan.07G123300.01) plasmid, were propagated in LB medium supplemented with ampicillin, induced with 1 mM IPTG at 15 °C, and stored at −80 °C. To extract the protein, cell pellets were resuspended in bacterial lysis buffer consisting of 20 mM HEPES-NaOH, 500 mM NaCl, 10 mM imidazole, 0.5% NP-40, and 10 mM β-mercaptoethanol, adjusted to pH 7.5. After sonication and centrifugation, the lysate was incubated with Ni-NTA agarose beads, washed with high-salt and low-salt buffers, and the His-tagged protein was eluted. Further purification via chromatography employed a gradient of buffer A (20 mM HEPES-NaOH, 10 mM NaCl, 10% glycerol, and 1 mM DTT) and buffer B (20 mM HEPES-NaOH, 1 M NaCl, 10% glycerol, and 1 mM DTT). Fractions containing the protein were buffer-exchanged and concentrated, and the final protein was stored in a storage buffer (20 mM HEPES-NaOH, 150 mM NaCl, 10% glycerol, and 1 mM DTT).

Isothermal titration calorimetry (ITC) was employed to analyze the binding interaction between recombinant proteins and the ligand, uniconazole. Both the protein and uniconazole were prepared in identical storage buffer conditions to negate the heat of dilution effects. The concentrations of the protein and ligand were determined accurately as 100 μM, with adjustments made to accommodate the expected binding affinity. The ITC experiment was conducted following the instrument’s calibration (MicroCal Malvern Panalytical, GE Healthcare Life Sciences), with the protein solution placed in the calorimeter cell and the ligand in the syringe. Automated titration was performed under optimized conditions including temperature (25 °C), injection volume (3 μL), and intervals (1 min). The resulting thermograms were analyzed using the instrument’s software, integrating the heat change per injection to derive the binding constants, stoichiometry, enthalpy, and entropy. Control experiments, including buffer injections, were conducted to validate the specificity and reproducibility of the binding interaction.

### 4.11. Statistical Analysis

The data about physiological indicator and gene expression were subjected to analysis of variance (ANOVA) and Duncan’s multiple range test at *p* < 0.05 significance level between different treatments with SPSS (21.0) software. The figures were drawn with R 4.2.3 software.

## 5. Conclusions

In this study, we examined the impact of uniconazole on varieties ‘Kenfeng No.16′ and ‘Lvfeng No.2′ under cold stress as an example to explore the mechanisms through which uniconazole bolsters soybean and mung bean resilience to cold stress. The results showed that uniconazole had significant efficacy in enhancing mung bean’s tolerance to cold stress by targeting and upregulating genes associated with photosynthetic pathways, while its impact on soybean was either negligible or adverse. Further research revealed that uniconazole exhibited a strong affinity for chlorophyll a-b binding protein 13, which will indirectly affect the synthesis of carbohydrates in mung beans. This may be the reason why uniconazole alleviates the harm of cold stress in mung bean. In summary, our study has preliminarily explored the molecular mechanisms of uniconazole in mung bean’s resistance to cold stress. However, due to the limited variety and sample size, as well as the lack of validation through multiple location experiments, future studies with larger sample sizes, more varieties, and multiple locations would be essential to validate and expand these preliminary findings.

## Figures and Tables

**Figure 1:**
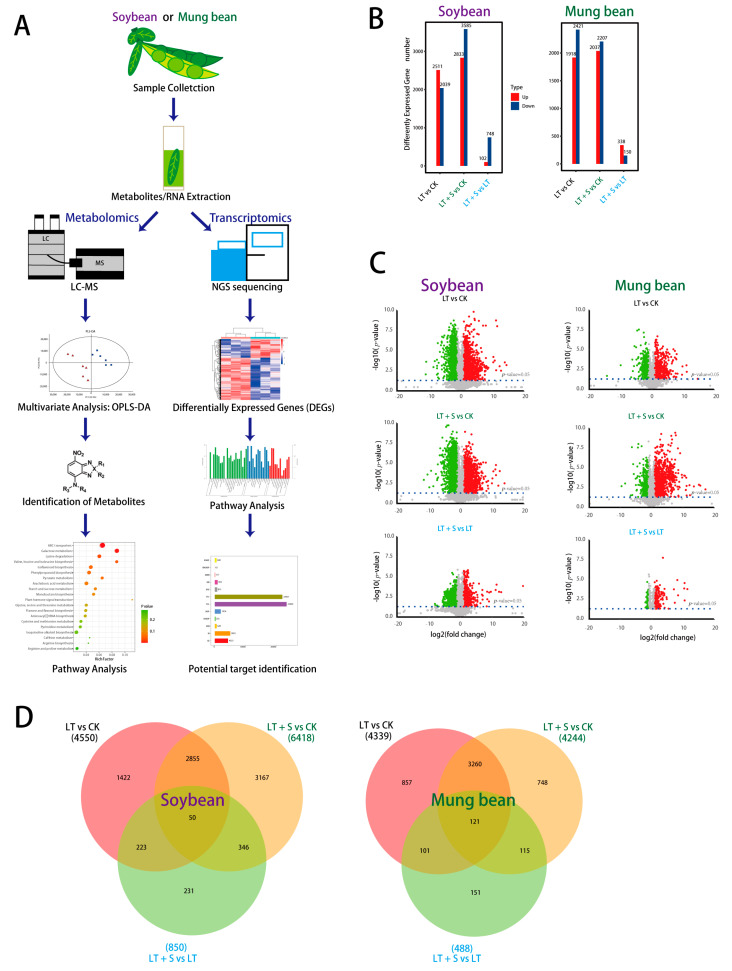
Workflow overview and comparative analysis of metabolome and transcriptome. (**A**) Transcriptomic and metabolic analysis schematic. (**B**) Quantitative overview of differentially expressed genes in soybean and mung bean. (**C**) Volcano plot highlighting up-regulated (in red) and down-regulated (in green) metabolites. (**D**) Venn diagram illustrating the overlap and differences in gene expression between various treatments in soybean and mung bean. CK represents the control group sprayed with water and planted under normal temperature, LT represents the group sprayed with distilled water and planted under low temperature, LT + S represents the group sprayed with uniconazole S3307 and planted under low temperature.

**Figure 2:**
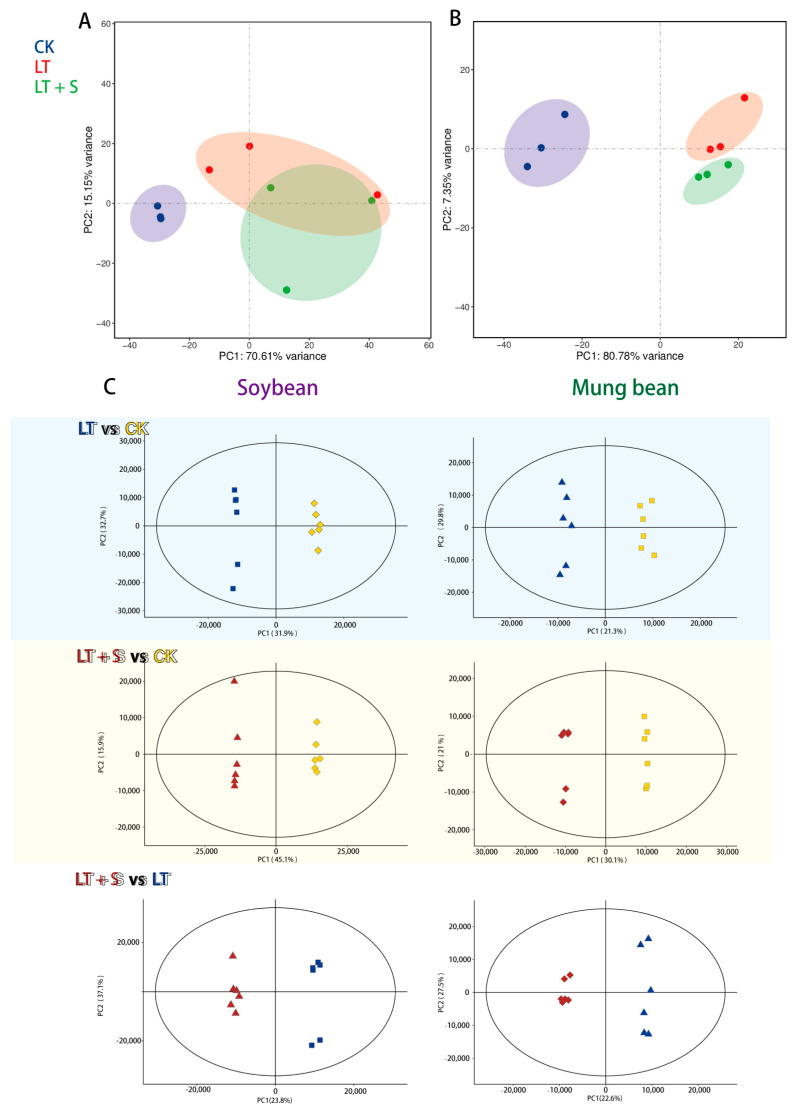
Principal component analysis (PCA) of soybean and mung bean response to various treatments. (**A**) PCA analysis of soybean transcriptomic profiles. (**B**) PCA analysis of mung bean transcriptomic profiles. (**C**) PCA analysis of metabolome expression profiles in soybeans and mung beans. CK represents a control group treated neither with chemical treatment nor cold stress, LT represents the group treated with cold stress without uniconazole S3307, and LT + S represents the group treated with uniconazole S3307 followed by cold stress.

**Figure 3:**
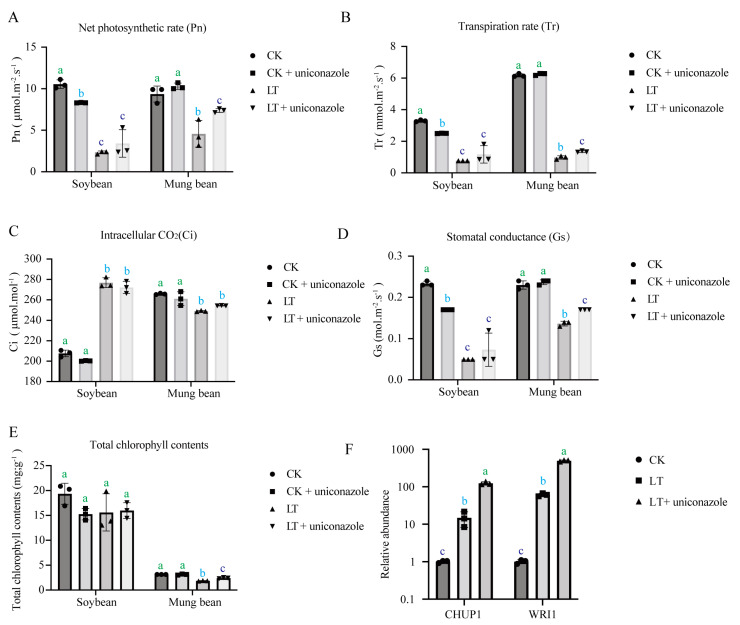
Impact of uniconazole on photosynthesis. Physiological analysis under different treatments: (**A**) net photosynthetic rate (Pn), (**B**) transpiration rate (Tr), (**C**) intracellular CO_2_ (Ci), (**D**) stomatal conductance, (**E**) total chlorophyll content, (**F**) RT-qPCR expression levels of CHUP1 and WRI1 Genes. CK represents a control group treated neither with chemical treatment nor cold stress, CK + uniconazole represents a group treated with uniconazole S3307 under normal temperature, LT represents a group treated with cold stress without uniconazole S3307, and LT + uniconazole represents a group treated with uniconazole S3307 followed by cold stress. Different letters on the bar chart indicate significant differences among treatments (*p* < 0.05, Duncan’s multiple range test).

**Figure 4:**
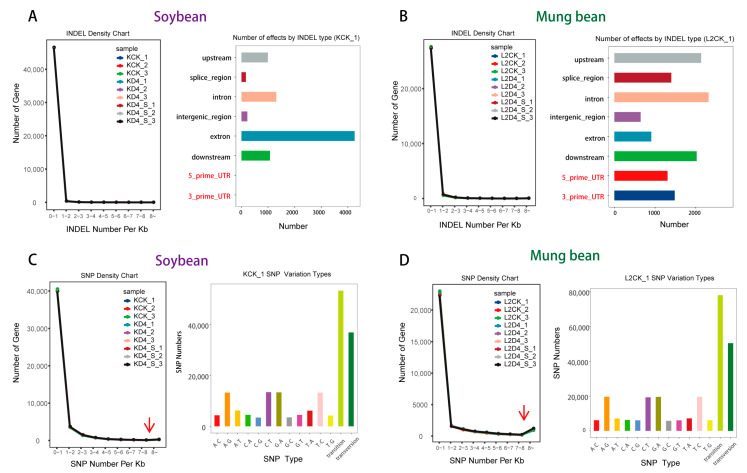
Comparative analysis of genetic variations and phylogeny in Asian beans. (**A**) INDEL events in soybean, (**B**) INDEL events in mung bean, (**C**) SNP occurrences in soybean, and (**D**) SNP occurrences in mung bean. The red arrows in Figure 4C,D point to the location where there is a significant difference in SNP density between soybean and mung bean.

**Figure 5:**
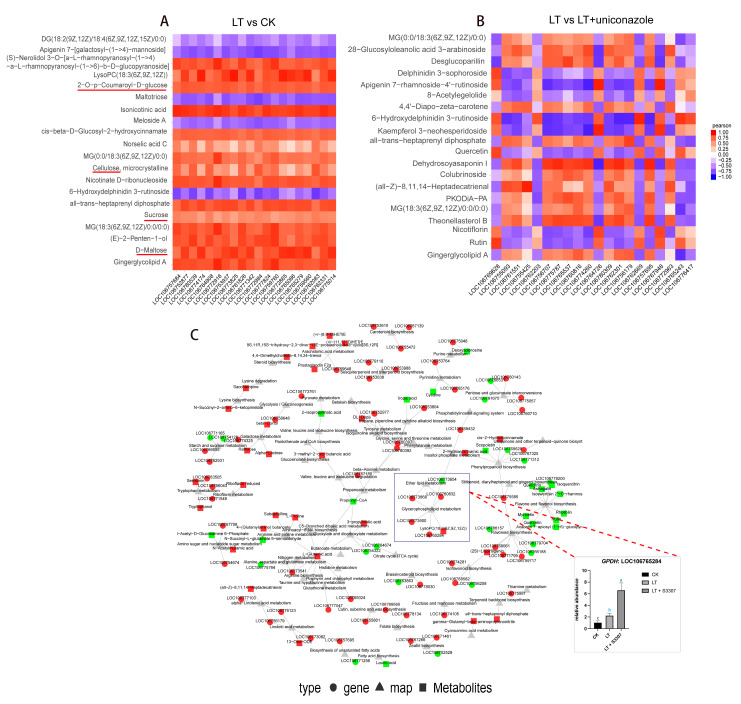
Interactive transcriptomic and metabolomic analysis in mung bean. (**A**) and (**B**) Pearson correlation test of top 20 metabolites and transcripts under different treatments. The sugar-related metabolites are underlined with red color in panel A. (**C**) KGML network analysis under low-temperature stress and uniconazole treatment with RT-qPCR validation of GPDH expression. CK represents a control group treated neither with chemical treatment nor cold stress, LT represents a group treated with cold stress without uniconazole S3307, and LT + uniconazole represents a group treated with uniconazole S3307 followed by cold stress. Different letters on the bar chart indicate significant differences among treatments (*p* < 0.05, Duncan’s multiple range test).

**Figure 6:**
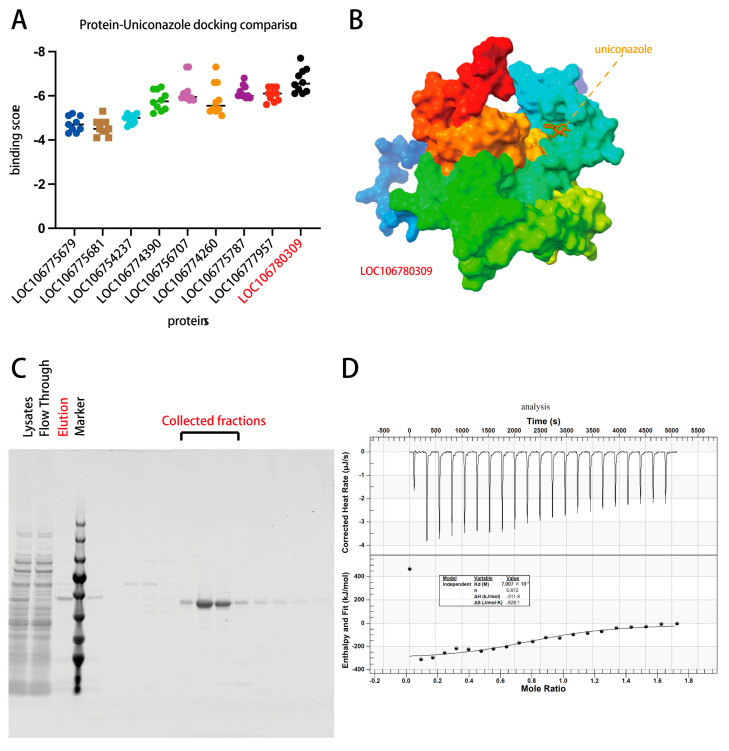
Assessment of uniconazole binding to photosynthesis-related genes. (**A**) Docking scores for uniconazole across photosynthesis-enriched gene sites. (**B**) Predicted binding site of uniconazole on LOC106777957. (**C**) Protein purification of LOC106777957. (**D**) Isothermal titration calorimetry (ITC) analysis of recombinant LOC106777957 interaction with uniconazole.

**Figure 7:**
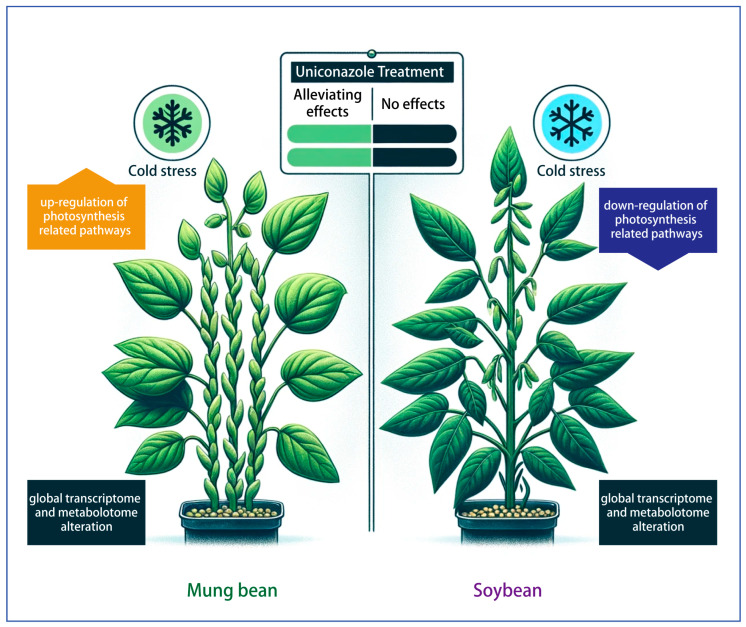
Comparative analysis of soybean and mung bean responses to uniconazole treatment under low-temperature stress conditions.

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO (Gene Expression Omnibus) repository (GSE193328), and related scripts are available from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants13141885/s1; Figure S1: Uniconazole Improves Retention of Starch and Sucrose in Mung Bean Under Cold Stress; Figure S2: KEGG Pathway Enrichment Analysis of Soybean and Mung Bean Under Cold Stress and Uniconazole Treatment; Figure S3: Transcriptomic Changes in Photosynthesis Pathways in Soybean and Mung Bean Under Cold Stress and Uniconazole Treatment; Figure S4: Genetic Variation Analysis in Soybean and Mung Bean Under Cold Stress and Uniconazole Treatment; Figure S5: Integrative Transcriptomic-Metabolomic Analysis in Mung Bean Under Cold Stress and Uniconazole Treatment; Figure S6: Predicted Binding Sites of Uniconazole on Photosynthesis-Related Proteins in Mung Bean. Table S1. Correlation analysis of differentially expressed genes and metabolites in LT_vs_CK; Table S2: Correlation analysis of differentially expressed genes and metabolites in LT+S_vs_LT; Table S3: KEGG enrichment analysis on the differential expression genes between two groups (sprayed with uniconazole and water under cold stress) in mung beans.

# Supplementary material for: Comparative Analysis Highlights Uniconazole’s Efficacy in Enhancing the Cold Stress Tolerance of Mung Beans by Targeting Photosynthetic Pathways
**Source:** Plants (Basel). 2024 Jul 9;13(14):1885. doi: 10.3390/plants13141885
**Supplement:** Supplementary file 1

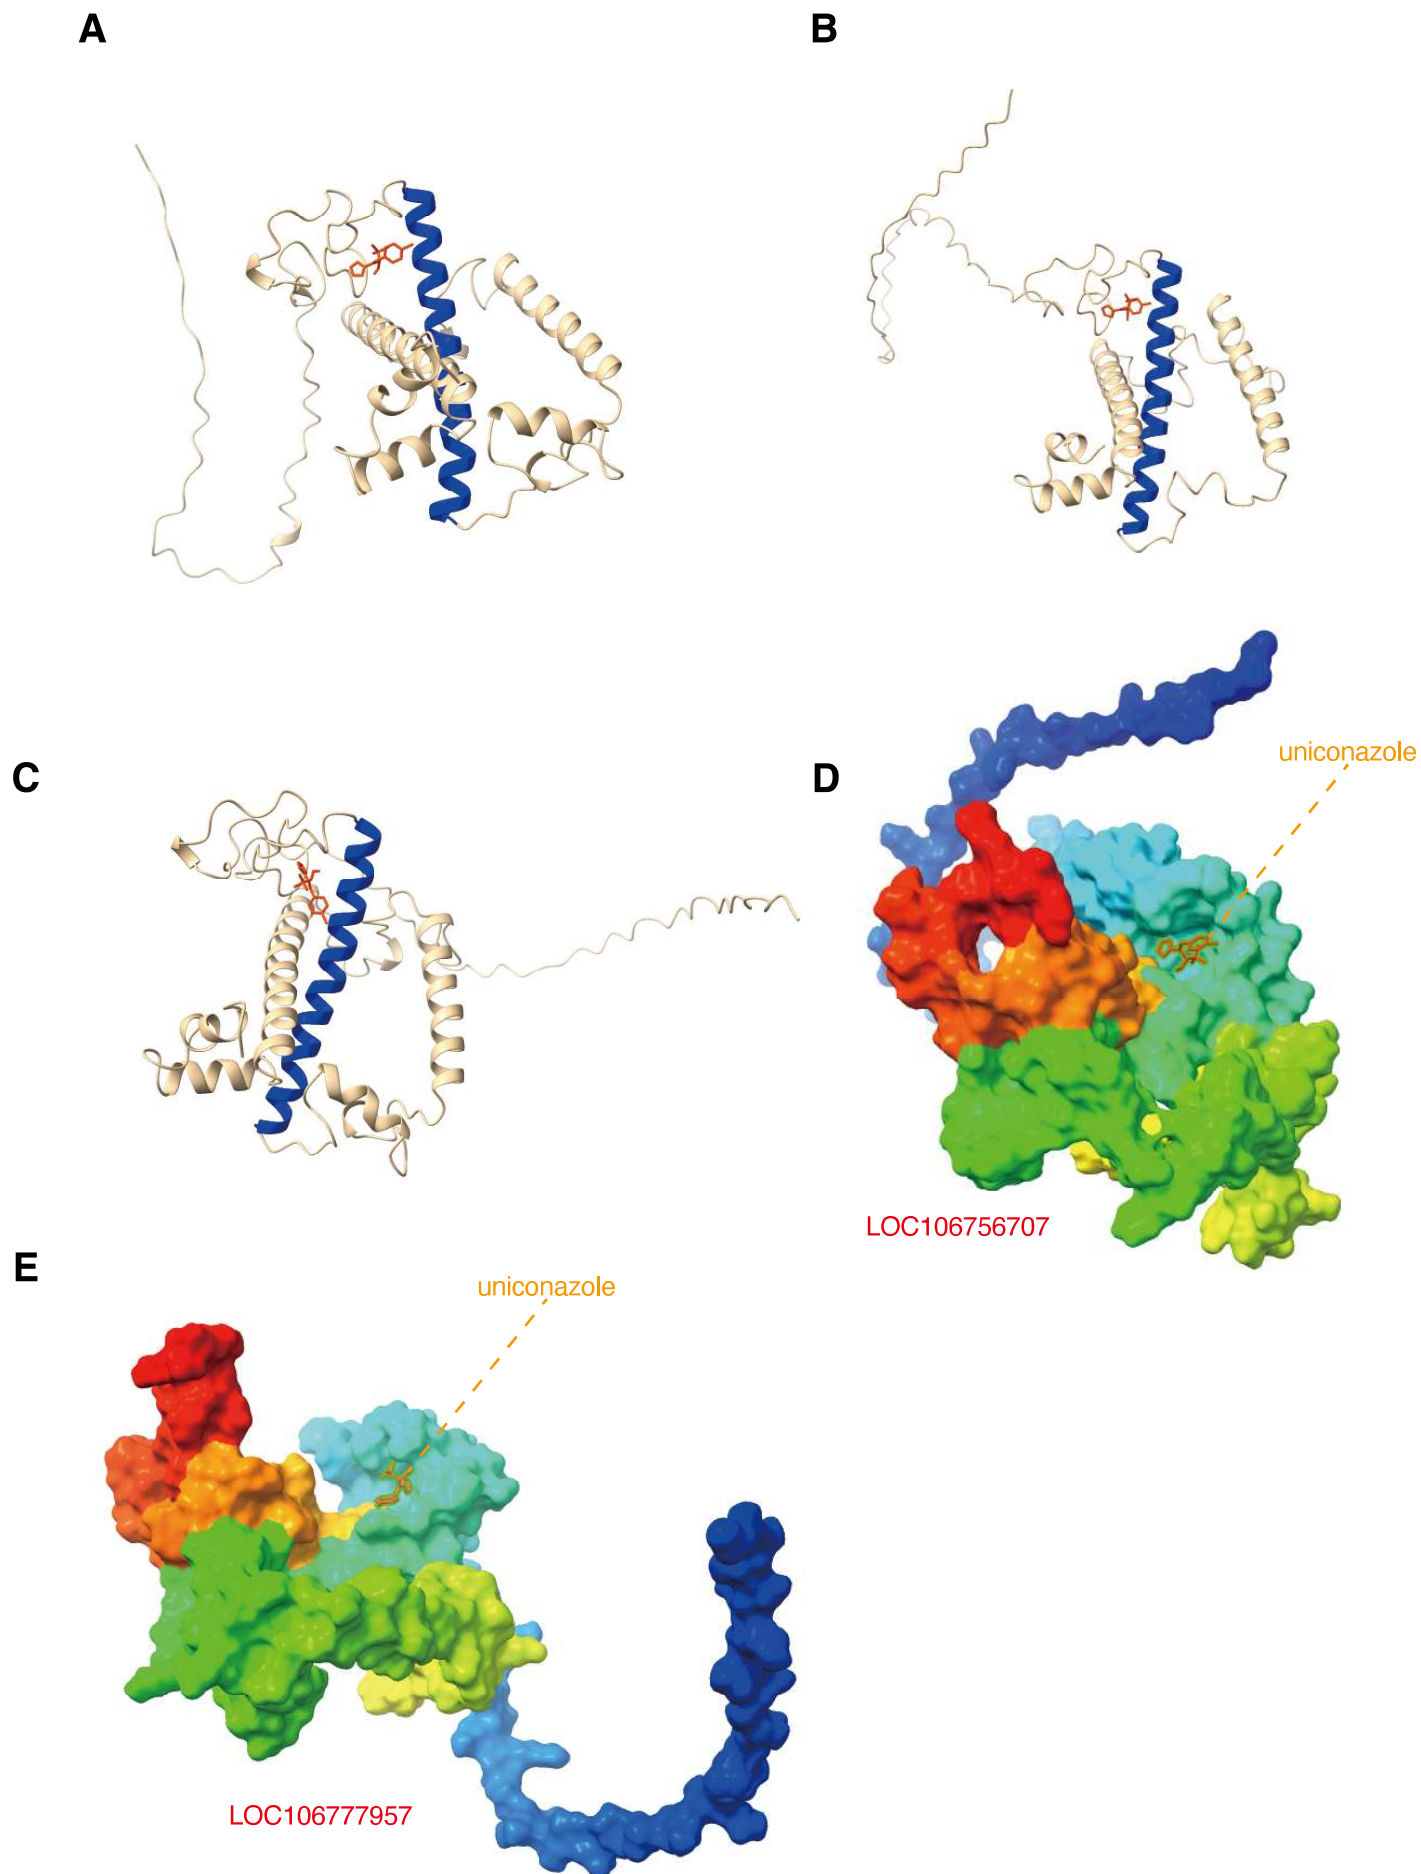

Fig.S6. The predicted relative position of uniconazole and its potential targeting proteins. The nearest helix was highlighted as blue, and uniconazole was highlighted as orange.

How the deposited data were processed for this re-analysis (not part of the article)

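Leaf RNA of mung bean was measured in 9 libraries, 3 pots of each of CK, LT and LT+S. The authors trimmed the reads with Trimmomatic, aligned them to the Vradiata_ver6 genome with hisat2 and counted reads per gene with htseq-count, and the deposited values are these raw counts, with no normalization. The methods also name bowtie2 and eXpress, and the notes of the submitters name CASAVA 1.8 and Cufflinks; the deposited values are whole numbers. The strand setting and the treatment of reads that fit several genes are not stated. The file holds 26966 genes, of which 3736 have no count in any library, and gives product descriptions for 20862 and pathways for 5046. Of the gene identifiers 26961 were found in the RefSeq gene table, from which positions were taken, and 5 were not. Library totals ran from 19561896 to 21617340. No library was a copy of another.

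Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the groups, which left 19304, and libraries were scaled by TMM, with factors of 0.781 to 0.804 in CK and 1.05 to 1.17 in LT. DESeq2 size factors in place of TMM moved the median log2 fold change of a comparison by at most 0.00683. The 9 libraries were fitted together by group with glmQLFit and glmQLFTest, so that the 3 groups share an estimate of the spread, and LT was compared with CK, LT+S with CK and LT+S with LT. P values were adjusted by the Benjamini-Hochberg method. Distances and principal components used log2 CPM with a prior count of 2. The mung bean replicates share only a number, so that no block was used in the fit reported. With 3 libraries in each group, no library was tested as an outlier.

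Gene lists were matched to product descriptions: antenna proteins, photosystem and electron transport, Calvin cycle and photorespiration, chlorophyll synthesis, chlorophyll breakdown, flavonoid synthesis, cold and dehydration response, raffinose family oligosaccharides, starch and sucrose, gibberellin synthesis and breakdown, abscisic acid, brassinosteroid synthesis, jasmonate synthesis and response, auxin response, cytokinin metabolism and response, circadian clock, heat shock and chaperones, oxidative stress enzymes, pathogenesis-related proteins, cell wall expansion, cell cycle and histones, cytosolic ribosomal proteins, chloroplast and plastid ribosomal proteins, cutin and wax, floral organs and pollen, root and nodule, and vascular tissue. The lists were chosen before the data were examined, and their patterns were then edited to the wording of the descriptions before any list was tested, after library totals, the most abundant genes and correlations between libraries had been seen. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry beside it, which tests a list against no change and not against other genes, and adjusted over 81 tests. Pathways given in the file were tested with a 1-sided Fisher's exact test against the 4278 tested genes that have one. The tests of pathways in either direction and the choice of pathways followed through the alternatives were made after the results were seen.

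The genes named in the text were chosen by a rule set before the data were examined: genes the paper names and its hits for photosynthesis, antenna, flavonoid, circadian, galactose and glycerophospholipid pathways; per comparison the 8 higher and 8 lower described genes with the largest log2 fold change at an adjusted p below 0.05, a mean of at least 5 CPM in the higher group and no overlap between libraries; per list and comparison the 3 genes with the smallest p; and the ent-kaurene oxidase and abscisic acid 8'-hydroxylase genes, as targets of uniconazole. Values of Tables S1 to S3 had been seen in part. Members of the galactose, flavone and flavonol, isoflavonoid and linoleic acid pathways, of Tables S1 and S2 and of the vascular list that lie outside this rule were named after their values were seen. A fold against a group with no counts is a lower bound at a floor of 3 counts per library.

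The procedure was tested on simulated counts with the means and totals of these libraries and a set of genes changed by known folds. For LT+S against LT, with 19054 genes tested, edgeR recovered 4.48% of the genes changed 1.5-fold, 37.3% of those changed 2-fold and 80.3% of those changed 4-fold, with 6 unchanged genes called; DESeq2 recovered 16.4, 62.7 and 89.4%, with 50 unchanged genes called. Alternatives were DESeq2 1.42.0 with 9 or 6 libraries, edgeR with 6 libraries, DESeq2 size factors, no filter or a mean of at least 1 CPM, the replicate number as a block, each library left out in turn, limma-voom and an estimated correlation in camera. Another alternative, DESeq2 with 6 libraries and no filter, was added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Soybean, the metabolome, RT-qPCR and physiology were not analysed here, nor was the genome sequence.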

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

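The results below lie in lists that the paper does not discuss as such. Some of their genes fall in pathways or tables it names: raffinose synthesis overlaps galactose metabolism, a catalase stands in Table S1 and cutin and wax is a term of Table S3. The rule that picked them, and the test of the fit of 6 libraries with its comparison of spreads, were chosen only after the results were seen.

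Under cold, 5 lists of genes moved in LT against CK. Of 200 genes of cytosolic ribosomal proteins, which make up the protein-building machinery of the cell, 173 were lower and 4 higher in LT; the list median lay on the same side of CK in each of the 3 LT libraries, here and in the lists that follow (180 and 4 when adjusted over the list alone; median -0.79; adjusted p = 7.9e-20 from camera; adjusted p = 0.709 with an estimated correlation, and adjusted p = 0.00479 from fry). Of 71 genes of chloroplast and plastid ribosomal proteins 55 were lower and 2 higher (55 and 2 when adjusted over the list alone; median -1.61; adjusted p = 1.7e-23 from camera; adjusted p = 0.332 with an estimated correlation, and adjusted p = 0.00104 from fry). Of 35 oxidative stress enzymes, which remove peroxides and superoxide, 24 were lower and 5 higher (24 and 5 when adjusted over the list alone; median -0.90; adjusted p = 4.2e-06 from camera; adjusted p = 0.332 with an estimated correlation, and adjusted p = 9.8e-04 from fry). Of 12 genes of raffinose family oligosaccharides, sugars that protect membranes, 5 were higher and 0 lower (5 and 0 when adjusted over the list alone; median 1.52; adjusted p = 0.0113 from camera; adjusted p = 0.336 with an estimated correlation, and adjusted p = 0.00272 from fry). Of 31 genes of floral organs and pollen 8 were higher and 2 lower (6 and 2 when adjusted over the list alone; median 0.50; adjusted p = 0.0450 from camera; adjusted p = 0.332 with an estimated correlation, and adjusted p = 0.00113 from fry), and the call was lost without LT 1 (adjusted p = 0.0737 from camera), without LT 2 (0.0789), with no filter (0.242) and at a mean of at least 1 CPM (0.0552).

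Against LT and outside photosynthesis, camera placed 4 lists higher or lower in LT+S, with 0 of their genes called by edgeR. CAULIFLOWER, which edgeR called lower, was not matched to the list of floral organs and pollen, so its call is not counted there. Genes of jasmonate synthesis and response had a median log2 fold change of 0.20 and those of cutin and wax a median of 0.28, each higher in all 3 LT+S libraries. The LT+S libraries all lay above LT in 6 of 41 and 21 of 98 genes, and all below in 0 and 2. Over all genes they lay above in 1391 of 19304 and below in 1334 (10% by chance for both directions together). Genes of the cell cycle and histones, which act in dividing cells, were positive in 80 of 113 cases, with the median higher in all 3 libraries (5 higher and 3 lower at an unadjusted p below 0.05; DESeq2 called 0 and 0; 0 when adjusted over the list alone; median 0.19; adjusted p = 0.0157 from camera; adjusted p = 0.926 with an estimated correlation, and adjusted p = 0.548 from fry), and the call was lost without LT 3 (adjusted p = 0.218 from camera), without LT+S 2 (0.379) and at a mean of at least 1 CPM (0.0552). Genes of floral organs and pollen were negative in 24 of 31 cases, with the median lower in all 3 libraries (1 higher and 6 lower at an unadjusted p below 0.05; DESeq2 called 0 and 2; 4 lower when adjusted over the list alone; median -0.16; adjusted p = 1.5e-04 from camera; adjusted p = 0.266 with an estimated correlation, and adjusted p = 0.0115 from fry).

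Both aminotransferase genes that rose in LT+S against LT, LOC106755073 (log2 fold change 2.90) and LOC106765714 (2.68), and CAULIFLOWER, which fell (LOC106758858, -1.71), were the 3 genes called there by edgeR. A candidate explanation of so short a list is that the spread among the CK libraries entered the shared fit, but the fit of the 6 cold libraries alone called 0 genes, not more, whereas DESeq2 went from 121 higher and 107 lower with 9 libraries to 182 and 157 with the 6. The biological coefficient of variation was 0.243 with 6 residual degrees of freedom in the fit of 9 libraries and 0.232 with 4 in that of 6, and by group 0.264 in CK, 0.280 in LT and 0.176 in LT+S. The tools moved in opposite directions, and the smaller fit loses degrees of freedom along with the CK libraries. The spread among the CK libraries and a small response of transcripts to uniconazole therefore cannot be told apart. By this coefficient LT was the most variable group, whereas by the mean distance within groups CK was (96.9, against 88.9 in LT). On simulated counts edgeR recovered 37.3% of genes changed 2-fold in this comparison. A short list therefore need not mean a small response. The simulated counts took their spread from the fit of all 9 libraries, so they cannot set low power apart from the CK spread. Of the 10 splits of the 6 libraries 1, the real one, called as many as 3 genes and the highest other called 0; the real splits of LT and of LT+S against CK called 8968 and 8042 with 0 for the highest other in each, and 10 splits are too few for a share under 0.05.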

How the results depend on the processing

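DESeq2 with 6 libraries and no filter was the alternative chosen after seeing the data. Over 32 results and their alternatives, 504 of 544 values were judged unchanged and 40 changed, and 17 results changed under no alternative run. A count or share of variance was unchanged within 1.5 times, and a pathway on the same side of 0.05. A list was unchanged on the same side and in the same direction, and a distance within the SD of the distances between groups. Lists and distances could reverse and 0 did, whereas counts and pathways had no direction to reverse. The counts of genes changed from CK in LT and LT+S and those shared between them stayed within 1.5 times under each alternative. The 2 genes higher and 1 lower in LT+S than in LT by edgeR became 121 and 107 with DESeq2 on 9 libraries, 182 and 157 with DESeq2 on 6, 184 and 161 with DESeq2 on 6 and no filter, 0 and 0 with edgeR on 6, and 0 to 4 and 0 to 3 with single libraries left out (fewest without LT 1). Genes lower in LT and higher again in LT+S, 2 by edgeR, became 60, 76, 76, 0 and 0 to 4 in that order. At a fold change over 2 with an unadjusted p below 0.05, the genes higher in LT+S than in LT numbered 427 with DESeq2 on 6 and no filter, and 244 (without LT+S 3) to 482 (without LT 2) higher and 151 (without LT+S 2) to 291 (without LT 2) lower with single libraries left out. With the replicate number as a block 4 genes were higher, 2 lower and 4 higher again, and no call of another count, pathway or list among those results changed; of 9 pairs of libraries with the same number 2 had deviations correlated over 0.1 (r -0.296 to 0.267), and 2 libraries correlated best with their own number. Among pathways, the adjusted p from Fisher's exact test of flavone and flavonol biosynthesis among genes lower in LT was 0.0720 with no filter and 0.0747 with DESeq2 on 6 and no filter; that of antenna proteins in LT+S against LT ran from 6.1e-13 without LT 2 to 0.695 without LT 3, and that of photosynthesis from 0.00123 without LT 2 to 1 without LT 1. With an estimated correlation the adjusted p from camera was 0.332, 0.376 and 0.336 for antenna proteins and 0.332, 0.336 and 0.686 for photosystems in LT against CK, LT+S against CK and LT+S against LT. The excess distance between LT and CK libraries was 56.7 over the 500 most variable genes, where fewer genes enter the sum; elsewhere the cause was not tested. Of 307 genes followed singly, 232 were called in LT against CK, of which 27 lost the call under some alternative while 28 others gained one; the figures were 230, 19 and 18 in LT+S against CK and 3, 3 and 88 in LT+S against LT, and 0 reversed.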

Differences from the paper's values

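DESeq2 with 6 libraries and no filter was chosen after seeing the values; the other alternatives were set before the data were examined. A value is said to differ where it and that of the paper are more than 1.5 times apart, as counts and shares of variance have no spread between replicates here. At the thresholds of the paper, a fold change over 2 and an unadjusted p below 0.05, 80 genes were changed in LT+S against LT alone, against about 150 for the paper (Figure 1D, read by eye). The value still differed with DESeq2 on 9 libraries (81), DESeq2 size factors (77), a mean of at least 1 CPM (49), the replicate block (69) and limma-voom (73), and without CK 2 (88), CK 3 (92), LT 1 (97), LT 3 (71), LT+S 1 (84), LT+S 2 (56) or LT+S 3 (76). It did not differ with DESeq2 on 6 libraries (156), edgeR on 6 libraries (156), no filter (163), without CK 1 (128) and without LT 2 (104). With DESeq2 on 6 libraries and no filter, chosen after seeing the values, it was 210, which did not differ either; of the genes the paper lists in Tables S2 and S3, 20 of 20 and 102 of 103 passed there, so that 0 and 1 were dropped. Some settings that reached this count made others differ that had not. With DESeq2 on 6 libraries and no filter these were the genes lower in LT+S than in LT (265, against about 150 for the paper), the genes shared by all 3 comparisons (187, against about 120 for the paper) and those shared by LT against CK and LT+S against LT alone (160, against about 100 for the paper; Figure 1B,D, read by eye). The same counts differed with no filter (266, 187 and 157) and without LT 2 (291, 293 and 222), and the shared ones without CK 1 (189 and 180), where the genes changed in LT+S against CK alone differed as well (458, against about 750 for the paper; Figure 1D, read by eye). With DESeq2 or edgeR on 6 libraries and the filter, no other count of that figure differed.

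The second principal component held 15.4% of the variance, against about 7.4% for the paper (Figure 2B, read by eye). Over the 500 most variable genes it held 8.89%, which did not differ. It differed with variance-stabilised counts (12.9%), a prior count of 0.5 (16.5%) and each library left out (11.5% without CK 1 to 18.6% without CK 2). The paper does not state how many genes entered.

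For galactose metabolism in mung bean, the paper reads an effect of uniconazole without naming the comparison. The term was not enriched between LT+S and LT (2 of 50 genes, adjusted p = 1 from Fisher's exact test; smallest 0.635, without LT 1), and Table S3 of the paper lists the same number of genes, with a value that does not pass either. Against CK it was enriched among the genes higher in LT+S (adjusted p = 4.8e-04 from Fisher's exact test) as in LT. The paper also reads photosynthetic pathways as raised by uniconazole. Here the antenna term was enriched among higher genes, except without LT 3 (adjusted p = 0.695 from Fisher's exact test) or LT+S 1. The photosynthesis term was not enriched (adjusted p = 0.377 from Fisher's exact test) except without LT 2 (adjusted p = 0.00123). Table S3 has the same numbers of genes for both terms. Its enrichment test gives a q value of 2.9e-06 for the antenna term and 0.0675 for the photosynthesis term, whose unadjusted p there is 0.0160. Table S3 takes genes of both directions together. Taken so here, the adjusted p was 1.9e-04 for the antenna term and 0.689 for the photosynthesis term from Fisher's exact test. These were tested against 4278 genes, and those of the paper against 5046. Read by the adjusted values at 0.05, both sources therefore do not differ. The paper also cites gas exchange, chlorophyll content and RT-qPCR, which were not analysed here. Of the genes of Table S1, which it pairs with cold, each passed in LT against CK. For the genes of Tables S2 and S3, which it lists for uniconazole, edgeR passed 17 of 20 and 77 of 103 at those thresholds, and DESeq2 on 6 libraries 20 and 92.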

Other observations

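The tests that leave out single LT libraries, the alternatives for linoleic acid and isoflavonoid pathways, the pathways in either direction and the flowering genes were chosen only after the results were seen; those of the clock and of other tissues were set before the data were examined.

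Antenna proteins lay higher in LT+S than in LT, with a median log2 fold change of 0.64. As a difference between whole groups, another hour of harvest or clock phase is argued against. The index of morning minus evening clock genes was 1.49 ± 0.08 (SD, n = 3) in LT+S and 1.49 ± 0.28 (SD, n = 3) in LT. The difference was 0.00614, where the bound set beforehand for a cause was 0.5. That bound was not measured against samples of known hour, so a small shift under cold could be missed. Within LT the index was 1.53, 1.74 and 1.18 in LT 1, LT 2 and LT 3, the order of their median antenna levels of -1.29, -0.62 and -2.07. Another hour or phase in single LT libraries therefore stays open, and the index does not register a shift of both sets alike. Without LT 3, the library whose removal lowers the antenna median most, that median was 0.41. This lies too near the bound of 0.4 set for that test to decide, so a response to uniconazole and a single LT library standing apart cannot be told apart. Of the 10 splits 1, the real one, gave a median of 0.64 and the highest other 0.58; 10 splits are too few for a share under 0.05. In CK the index was 3.55 ± 0.21 (SD, n = 3), far above both cold groups, so that for the lower antenna and photosystem levels in LT and LT+S than in CK another hour or clock phase stays open beside cold itself, and was not tested.

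The CK libraries differed more among themselves than the LT+S libraries did (mean distances of 96.9 and 63.3). Harvest at another hour is argued against, as the clock index spanned 0.38 among them, less than the 0.5 set beforehand; the index does not register a shift of both sets alike, and the clock list as a whole had a median log2 level of -0.37 in CK 3 relative to CK 1, with 27 of 33 genes lower, among them a REVEILLE 1 gene (LOC106774600) at 7.53 and 5.08, which stays unexplained. A candidate explanation is a varying share of another tissue, such as veins: of the floral, vascular, epidermal and nodule lists the vascular one differed most, with a median 2.77 higher in CK 3 than in CK 1, beside 0.06 for floral, 0.70 for cutin and wax and 0.36 for root and nodule genes. In CK 1, CK 2 and CK 3 the arabinogalactan protein FLA12 (LOC106758584) was 2.85, 29.7 and 59.3 CPM and the sieve element protein SEOB (LOC106772539) 4.88, 23.1 and 44.6, but the most abundant member, PHLOEM PROTEIN 2-LIKE A10 (LOC106778067), was 80.1, 65.5 and 62.1. The values do not separate the veins of the leaf itself from a share carried from other tissue, so that the leaf's own veins, and leaves of another age, with 0.96 for cell wall expansion and 0.53 for photosystems in the same direction, stay open and were not tested.

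Enzymes that uniconazole is known to inhibit, and genes that bear the names of those the paper measured by RT-qPCR, were followed by rule. The ent-kaurene oxidase gene (LOC106762922), of gibberellin synthesis, was 9.11, 16.7 and 19.7 CPM in CK, LT and LT+S, with a log2 fold change of 0.24 in LT+S against LT (adjusted p = 0.868 from edgeR). Abscisic acid 8'-hydroxylase 2 (LOC106753610), which breaks abscisic acid down, fell in LT and was 217, 49.5 and 112 CPM in CK, LT and LT+S (1.18 in LT+S against LT, adjusted p = 0.289 from edgeR), and CYP707A2 (LOC106767139), of the same activity, was 1.20, 2.05 and 6.57 CPM in CK, LT and LT+S (1.68, adjusted p = 0.127 from edgeR). A gene annotated as WRI1 (LOC106754673), a regulator of oil synthesis and the only gene of that name with enough counts to be tested, had 0 counts in CK and was 3.18 CPM in LT and 9.54 in LT+S, at least 17.4-fold and at least 52.1-fold higher than CK (1.58 in LT+S against LT, adjusted p = 0.384 from edgeR). A gene annotated as CHUP1 (LOC106753601), which positions chloroplasts, was 0.388, 1.79 and 4.51 CPM in CK, LT and LT+S (1.34 in LT+S against LT, adjusted p = 0.301 from edgeR), and the most abundant gene of that name (LOC106776886) was 1153, 1014 and 1024 CPM in CK, LT and LT+S. A gene annotated as GPDH (LOC106765284) was 0.618, 2.35 and 4.90 CPM in CK, LT and LT+S (1.06 in LT+S against LT, adjusted p = 0.723 from edgeR). Other genes carry each of these names, and the methods give primer sequences and no gene identifiers for the RT-qPCR, and the primers were not matched to genes here.

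Single genes changed strongly under cold. Pheophytinase (LOC106762849), an enzyme of chlorophyll breakdown, rose from 70.2 ± 30.1 (SD, n = 3) to 765 ± 140.1 (SD, n = 3) CPM (log2 fold change 3.45, adjusted p = 1.8e-04 from edgeR). LTI65 (LOC106771455), a cold-induced protein, rose from 4.08 ± 3.60 (SD, n = 3) to 147 ± 57.1 (SD, n = 3) CPM (5.16, adjusted p = 0.00110 from edgeR). The gibberellin receptor GID1B (LOC106757833) rose from 24.5 ± 3.72 (SD, n = 3) to 159.6 ± 64.5 (SD, n = 3) CPM (2.70, adjusted p = 1.4e-04 from edgeR). The peroxiredoxin BAS1 (LOC106756740) fell from 349 ± 116 (SD, n = 3) to 35.6 ± 11.4 (SD, n = 3) CPM (-3.29, adjusted p = 1.1e-04 from edgeR), and cytokinin dehydrogenase 6 (LOC106761132), which degrades cytokinin, from 33.5 ± 8.69 (SD, n = 3) to 0.871 ± 0.450 (SD, n = 3) (-5.26, adjusted p = 5.4e-05 from edgeR).

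Of 13 genes of chlorophyll breakdown, 5 were higher and 6 lower in LT than in CK (5 and 6 when adjusted over the list alone; median -0.29; adjusted p = 0.873 from camera). For the other lists the numbers higher and lower in LT than in CK, those adjusted over the list alone, the median and the adjusted p from camera were, for cold and dehydration response 7 and 2 of 25 (6 and 2; 0.03; adjusted p = 0.747), for gibberellin 11 and 4 of 31 (11 and 4; 0.11; adjusted p = 0.381), for abscisic acid 11 and 10 of 33 (11 and 10; 0.23; adjusted p = 0.842), for brassinosteroid 4 and 3 of 11 (4 and 3; 0.23; adjusted p = 0.842), for jasmonate 10 and 14 of 41 (12 and 15; 0.00; adjusted p = 0.986), for auxin response 22 and 18 of 103 (21 and 17; 0.04; adjusted p = 0.842) and for cytokinin 11 and 8 of 44 (11 and 8; 0.16; adjusted p = 0.574). They were for the circadian clock 13 and 9 of 33 (14 and 9; 0.14; adjusted p = 0.217), for heat shock and chaperones 21 and 18 of 68 (21 and 20; -0.18; adjusted p = 0.900), for pathogenesis-related proteins 16 and 20 of 88 (16 and 20; -0.21; adjusted p = 0.842), for cell wall expansion 18 and 21 of 129 (16 and 19; -0.10; adjusted p = 0.898), for cell cycle and histones 24 and 11 of 113 (20 and 7; 0.20; adjusted p = 0.201), for cutin and wax 19 and 29 of 98 (20 and 31; -0.25; adjusted p = 0.492), for root and nodule 2 and 1 of 6 (2 and 1; -0.34; adjusted p = 0.707) and for vascular tissue 4 and 4 of 60 (2 and 0; -0.21; adjusted p = 0.986) from camera. Without CK 3 the cell cycle list passed (adjusted p = 0.0287 from camera), and without CK 1 that of cutin and wax did (0.0433). Lists that passed in fry and not in camera were starch and sucrose in LT against CK (adjusted p = 0.0361 from fry) and in LT+S against CK (0.0482), root and nodule in LT against CK (0.0490), and abscisic acid (0.0490) and floral organs and pollen (0.0224) in LT+S against CK. In cell wall expansion and vascular tissue camera gave the direction as higher although the medians were negative, and in root and nodule the median was -0.34 and the mean 0.21, with the direction as lower.

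In LT+S against LT edgeR called 0 genes of each of the remaining lists. Their medians, with the numbers higher and lower at an unadjusted p below 0.05, by DESeq2 and over the list alone, and the adjusted p from camera, were for chlorophyll breakdown 0.18 (1 and 0; 0 and 0; 0 and 0; adjusted p = 0.842), for flavonoid synthesis -0.01 (11 and 11; 2 and 3; 4 and 3; adjusted p = 0.583), for cold and dehydration response -0.10 (1 and 0; 0 and 0; 0 and 0; adjusted p = 0.410), for starch and sucrose 0.00 (3 and 6; 1 and 2; 0 and 1; adjusted p = 0.707), for gibberellin -0.15 (1 and 4; 1 and 0; 0 and 0; adjusted p = 0.171), for abscisic acid 0.03 (3 and 0; 2 and 0; 3 and 0; adjusted p = 0.170), for brassinosteroid 0.25 (2 and 1; 1 and 0; 1 and 0; adjusted p = 0.333), for auxin response -0.04 (4 and 7; 1 and 2; 0 and 0; adjusted p = 0.524) and for cytokinin 0.05 (3 and 1; 2 and 1; 0 and 1; adjusted p = 0.398). They were for heat shock and chaperones 0.01 (2 and 2; 0 and 0; 0 and 0; adjusted p = 0.986), for oxidative stress enzymes 0.07 (1 and 1; 0 and 0; 0 and 0; adjusted p = 0.707), for pathogenesis-related proteins 0.07 (5 and 11; 0 and 1; 0 and 0; adjusted p = 0.986), for cell wall expansion 0.17 (7 and 4; 2 and 2; 0 and 0; adjusted p = 0.0703), for cytosolic ribosomal proteins 0.03 (0 and 1; 0 and 0; 0 and 0; adjusted p = 0.541), for plastid ribosomal proteins 0.09 (3 and 0; 0 and 0; 0 and 0; adjusted p = 0.170), for root and nodule 0.39 (1 and 0; 0 and 0; 0 and 0; adjusted p = 0.541) and for vascular tissue -0.03 (1 and 2; 0 and 0; 0 and 0; adjusted p = 0.900) from camera. Several of these passed in camera with a single library left out: without LT 3 flavonoid synthesis (adjusted p = 0.0152), starch and sucrose (0.0127), gibberellin (0.00913) and cytosolic ribosomal proteins (1.1e-04); without LT 2 cytokinin (0.00128) and cell wall expansion (0.0229); and cell wall expansion also without CK 1 (0.0433), LT 1 (0.00463) or LT+S 1 (0.0127), with limma-voom (0.0479) and in a fit of 6 libraries (0.0302). So did cold and dehydration response without LT+S 1 (adjusted p = 0.0342 from camera), plastid ribosomal proteins without LT+S 2 (0.0154), and gibberellin (0.0368) and cytosolic ribosomal proteins (0.00205) without LT+S 3. Camera gave a direction opposite to the sign of the median in heat shock, starch and sucrose, flavonoid synthesis and vascular tissue.

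FLOWERING LOCUS T (LOC106753827), a florigen, was 1.62, 8.42 and 0.663 CPM in CK, LT and LT+S (log2 fold change 2.36 in LT against CK, adjusted p = 0.0356, and -3.66 in LT+S against LT, adjusted p = 0.291 from edgeR). Its call in LT against CK was lost without CK 2 (adjusted p = 0.115 from edgeR), LT 2 (0.0947), LT 3 (0.0552), LT+S 2 (0.0510) or LT+S 3 (0.0537) and in a fit of 6 libraries (0.0728). At a fold change over 2 with an unadjusted p below 0.05, genes higher in LT+S than in LT were enriched for linoleic acid metabolism (4 of 21 genes, adjusted p = 0.0136 from Fisher's exact test), among them a seed linoleate 9S-lipoxygenase (LOC106773082) at 6.63 ± 3.70 (SD, n = 3) CPM in LT and 75.5 ± 60.2 (SD, n = 3) in LT+S (log2 fold change 3.51, adjusted p = 0.121 from edgeR), where LT+S 1 held 144 CPM and LT+S 2 and LT+S 3 held 49.4 and 32.7. This enrichment was lost without LT 2 (adjusted p = 0.0587 from Fisher's exact test), LT+S 2 (0.118) or LT+S 3 (0.105), with DESeq2 on 9 (0.133) or 6 libraries (0.188), on 6 with no filter (0.0710), with edgeR on 6 (0.210), at a mean of at least 1 CPM (0.113) and with limma-voom (0.193). Genes lower in LT+S were enriched for isoflavonoid synthesis (4 of 14 genes, adjusted p = 2.9e-04 from Fisher's exact test), and this was lost without LT 3 (adjusted p = 0.173), LT+S 1 (0.407), LT+S 2 (0.120) or LT+S 3 (0.234), with edgeR on 6 libraries (0.176), with the replicate block (0.251) and with limma-voom (1). The 4 genes were an isoflavone reductase homologue (LOC106756258, log2 fold change -2.32), isoflavone 2'-hydroxylase (LOC106759715, -1.95), a cytochrome P450 (LOC106777449, -2.84) and 2-hydroxyisoflavanone synthase (LOC106780381, -1.42), with adjusted p values of 0.451, 0.657, 0.651 and 0.628 from edgeR. In LT they were 3.51 ± 2.27 (SD, n = 3), 73.7 ± 88.9 (SD, n = 3), 0.631 ± 0.734 (SD, n = 3) and 57.7 ± 44.3 (SD, n = 3) CPM, each highest in LT 3 (5.05, 176, 1.47 and 109). At the same threshold 2 of the 14 were higher, another cytochrome P450 (LOC106774281) at 14.9 ± 11.6 (SD, n = 3) CPM in LT and 171 ± 47.9 (SD, n = 3) in LT+S (log2 fold change 3.52, adjusted p = 0.394 from edgeR) and isoflavone 7-O-methyltransferase (LOC106758582, 1.99, adjusted p = 0.384 from edgeR), which was not an enrichment (adjusted p = 0.305 from Fisher's exact test).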
